# Dietary fibers inhibit obesity in mice, but host responses in the cecum and liver appear unrelated to fiber-specific changes in cecal bacterial taxonomic composition

**DOI:** 10.1038/s41598-018-34081-8

**Published:** 2018-10-22

**Authors:** Janice E. Drew, Nicole Reichardt, Lynda M. Williams, Claus-Dieter Mayer, Alan W. Walker, Andrew J. Farquharson, Stavroula Kastora, Freda Farquharson, Graeme Milligan, Douglas J. Morrison, Tom Preston, Harry J. Flint, Petra Louis

## Abstract

Dietary fibers (DF) can prevent obesity in rodents fed a high-fat diet (HFD). Their mode of action is not fully elucidated, but the gut microbiota have been implicated. This study aimed to identify the effects of seven dietary fibers (barley beta-glucan, apple pectin, inulin, inulin acetate ester, inulin propionate ester, inulin butyrate ester or a combination of inulin propionate ester and inulin butyrate ester) effective in preventing diet-induced obesity and links to differences in cecal bacteria and host gene expression. Mice (n = 12) were fed either a low-fat diet (LFD), HFD or a HFD supplemented with the DFs, barley beta-glucan, apple pectin, inulin, inulin acetate ester, inulin propionate ester, inulin butyrate ester or a combination of inulin propionate ester and inulin butyrate ester for 8 weeks. Cecal bacteria were determined by Illumina MiSeq sequencing of 16S rRNA gene amplicons. Host responses, body composition, metabolic markers and gene transcription (cecum and liver) were assessed post intervention. HFD mice showed increased adiposity, while all of the DFs prevented weight gain. DF specific differences in cecal bacteria were observed. Results indicate that diverse DFs prevent weight gain on a HFD, despite giving rise to different cecal bacteria profiles. Conversely, common host responses to dietary fiber observed are predicted to be important in improving barrier function and genome stability in the gut, maintaining energy homeostasis and reducing HFD induced inflammatory responses in the liver.

## Introduction

The intestinal microbiota interacts with host physiology via numerous putative metabolic and regulatory routes to impact health and disease^1,2^. The microbiota is implicated in the development of diet-induced obesity, but the underlying mechanisms are not fully elucidated^3,4^.

Dietary fibers are protective against the development of diet–induced obesity^5–7^. The effects of dietary fibers are largely attributed to their fermentation by gut bacteria and the uptake of metabolites, such as short chain fatty acids (SCFAs), by the colon epithelium, splanchnic tissues and peripheral organs. For example, butyrate stimulates intestinal gluconeogenesis from propionate and SCFA metabolism in the liver regulates glucose and lipid metabolism and energy homeostasis^8,9^. Dietary fiber and SCFAs are reported to limit body weight gain due to a reduction in food intake in rodents^10–12^ and are inversely associated with body weight gain in humans^13–15^.

Dietary fibers are diverse polysaccharides and oligosaccharides of plant origin. Gut bacteria vary in their ability to degrade and utilize dietary fiber and consequently different dietary dietary fibers profoundly alter the composition of the gut microbiota^16^. Our study aimed to firstly establish whether seven different dietary fibers (barley beta-glucan, apple pectin, inulin, inulin acetate ester, inulin propionate ester, inulin butyrate ester or a combination of inulin propionate ester and inulin butyrate ester), selected following *in vitro* fermentation studies^17^, were all equally protective in preventing diet-induced obesity in mice and whether this is related to specific cecal bacterial profiles. Since one potential mechanism for the action of dietary fibers is via SCFA production we also included inulin SCFA esters to assess the role of individual SCFA^18,19^. A second aim was to determine associated dietary fiber altered regulation of gene expression in the cecum, the first organ impacted by differences in the cecal bacteria, and the liver, the gatekeeper organ between the gut and the systemic circulation and whether this could be linked to cecal bacterial profiles.

To do this we used a well-defined model of diet-induced obesity. We have previously shown that 12 week old (24–25 grams body weight) C57Bl/6J male mice rapidly and predictably gain bodyweight, adiposity and liver lipid content when fed a HFD^20^. Using this model for the current study we manipulated dietary carbohydrate to replace a proportion of corn starch and cellulose in the HFD with different fermentable dietary fibers (barley beta-glucan, apple pectin, inulin, inulin acetate ester, inulin propionate ester, inulin butyrate ester or a combination of inulin propionate ester and inulin butyrate ester). We measured food intake and adiposity at the same time as analysing post-intervention profiles of bacteria collected from the cecal contents using Illumina MiSeq sequencing and associated host gene expression in the cecum and liver.

## Results

### Body composition and food intake

Body composition and food intake of male C57BL/6 mice fed either HFD (high fat diet) (45% of energy from fat) (D12451), LFD (low fat diet) (10% fat by energy) (D12450B), or the HFD where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by the following dietary fibers: beta glucan (HFD + bglucan) (Glucagel, DKSH, Milan Italy), pectin (HFD + pectin) (Sigma-Aldrich, Gillingham, UK), inulin (Beneo Orafti® HP, DKSH, London UK), inulin acetate ester (HFD + inul A), inulin propionate ester (HFD + inul P), inulin butyrate ester (HFD + inul B) or 5% each of inulin propionate and inulin butyrate ester (HFD + inul PB) (details of diets are provided in Supplementary File S1) for 8 weeks was assessed. HFD fed mice were heavier (*P* = 0.003) after 1 week (26.96 ± 0.32 g) compared to LFD (25.01 ± 0.29 g) and HFD + DFs. HFD mice remained heavier compared to other diet groups throughout the experiment (Fig. 1A,B). HFD mice had a greater fat mass at 8 weeks (Fig. 1C). There were no differences in lean mass in any of the diet groups (Fig. 1C). Colon length, weight/cm ratios and liver weights were measured and were not found to be significantly different (data not shown). Food intake was not different in mice fed HFD (138.22 ± 3.54 g) or HFD + DF (Fig. 1D). LFD fed mice had a higher food intake by weight compared to other diets (153.36 ± 2.18 g) (Fig. 1D).

**Figure 1:**
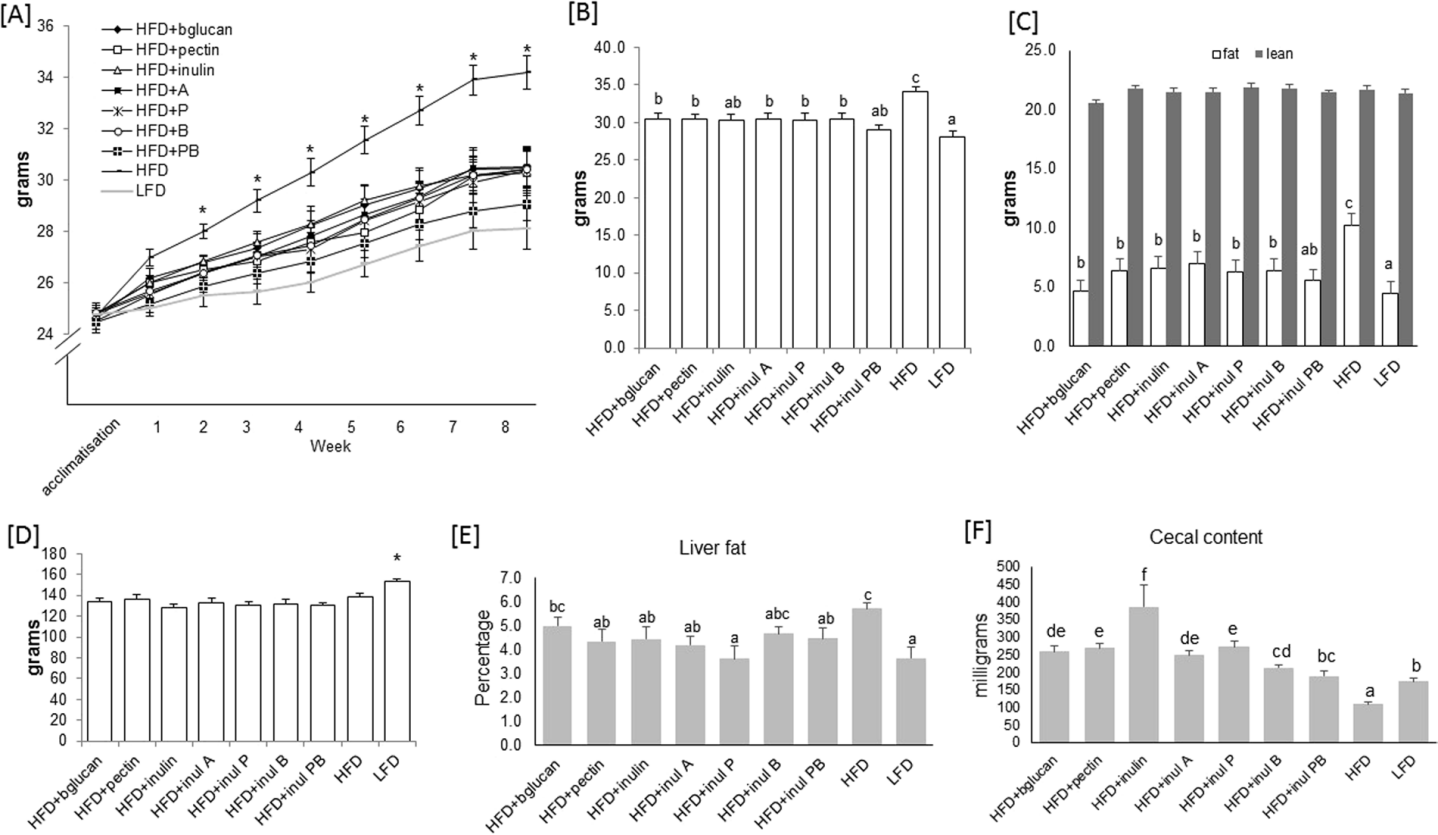
Mouse body weight, composition, cumulative food intake and cecal content (n = 12). (**A**) Body weight accumulation of the high fat diet (HFD) fed mice differed significantly from those of the HFD where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by the following dietary fibers: beta glucan (HFD + bglucan), apple pectin (HFD + pectin), inulin (HFD + inulin), inulin acetate ester (HFD + inul A), inulin propionate ester (HFD + inul P), inulin butyrate ester (HFD + inul B), inulin propionate and butyrate ester, 5% each (HFD + inul PB) and low fat diet (LFD) fed mice from 2 weeks onwards until the end of the experiment. (**B**) Body weight of HFD fed mice at week 8 was significantly greater than mice consuming HFD + DF or LFD. Bodyweight of mice at week 8 fed HFD + DF was closer to that of LFD fed mice. (**C**) The increase in body weight seen in (**A**,**B**) is attributed to fat mass, which was increased in the HFD fed mice, while lean mass did not significantly differ with the dietary interventions as measured in mice at week 8. (**D**) Cumulative food intake measured over the course of the study did not differ in mice receiving either a HFD or HFD + DF. Mice consuming LFD consumed significantly more food. (**E**) Liver fat (**F**) Cecal content. Significant (p < 0.05) differences assessed by ANOVA with Fisher’s correction are indicated using lower case letters to distinguish differences between the diets.

Total liver lipid was lower in mice fed LFD and all HFD + DFs (Fig. 1E), but did not reach significance for HFD + bglucan and HFD + inul B *vs*. HFD (Fig. 1E). Cecum content weight varied with diet (*P* < 0.001) (Fig. 1F). HFD fed mice had the lowest cecal content weight (110.0 ± 5.4 mg) (Fig. 1F), while HFD + inulin yielded the highest weight (Fig. 1F).

### Circulating hormones and inflammatory markers

Circulating leptin, resistin and insulin levels measured in plasma from cardiac puncture were lower in HFD + DFs and LFD mice (Fig. 2A–C). Gut hormones, PYY, GIP and ghrelin were measured in hepatic portal vein. Plasma PYY (p = 0.041) was higher in HFD + bglucan, HFD + inulin and HFD + inul B ester *vs*. HFD mice (Fig. 2D). There were no differences in GIP or ghrelin (data not shown). GLP-1 was undetectable.

**Figure 2:**
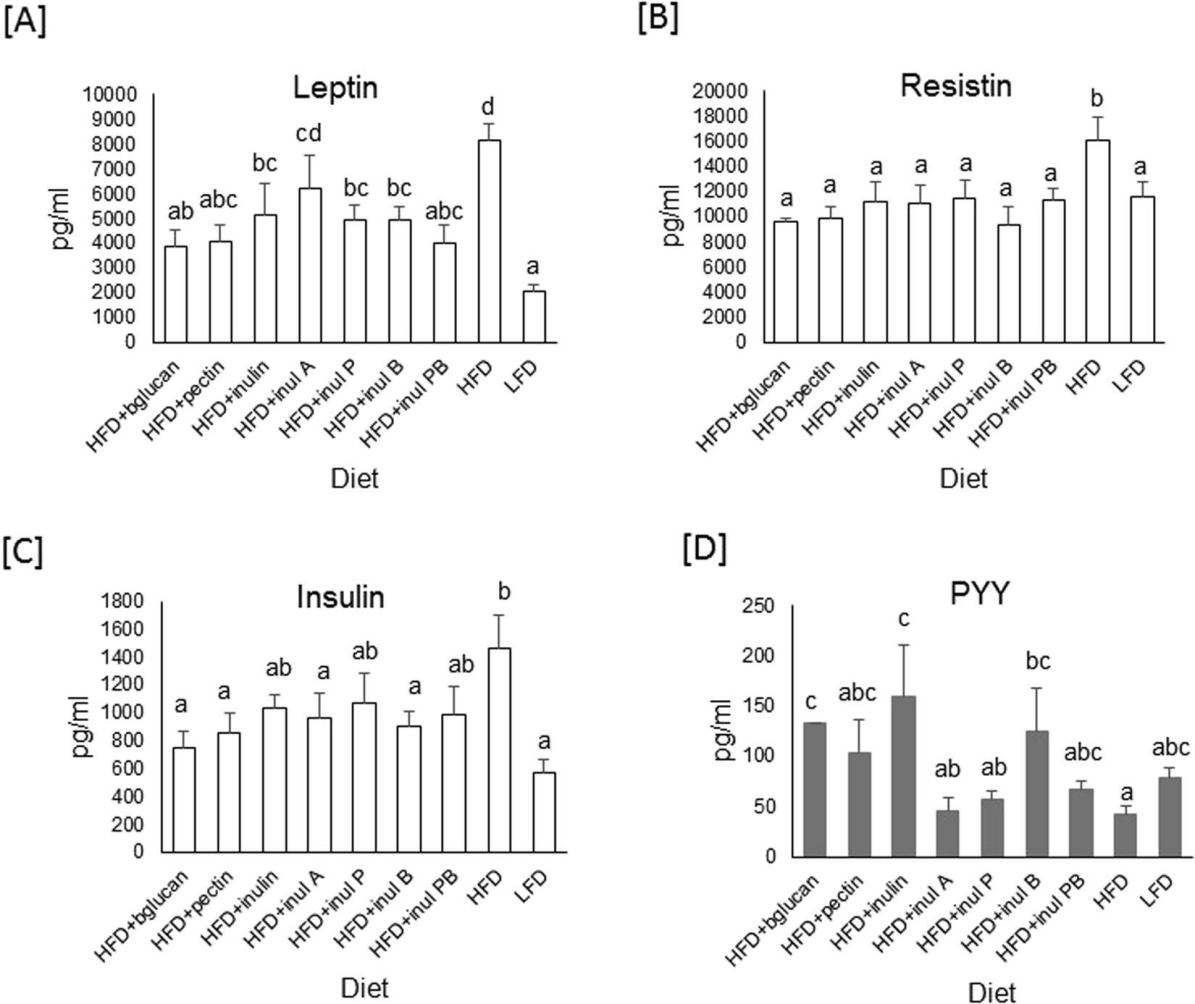
Plasma leptin, insulin, resistin and PYY responses in mice fed a high fat diet (HFD), HFD where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by beta glucan (HFD + bglucan), apple pectin (HFD + pectin), inulin (HFD + inulin), inulin acetate ester (HFD + inul A), inulin propionate ester (HFD + inul P), inulin butyrate ester (HFD + inul B), inulin propionate and butyrate ester, 5% each (HFD + inul PB) and low fat diet (LFD). Mean (**A**) Leptin, (**B**) Insulin, (**C**) Resistin (n = 5–7) and (**D**) PYY (n = 3–7). Significant (p < 0.05) differences assessed by ANOVA with Fisher’s correction are indicated using lower case letters to distinguish differences between the diets.

### Cecal bacteria

Illumina MiSeq sequencing of 16S rRNA gene amplicons derived from cecal contents revealed a strong influence of dietary fiber supplementation on bacterial composition. Phylum-level analysis showed that Firmicutes were dominant in HFD + bglucan, HFD + inul B, HFD + inul PB, HFD and LFD groups, whereas Bacteroidetes were the most proportionally abundant phylum in the HFD + pectin, HFD + inul A and HFD + inul P groups (Fig. 3A). HFD + inulin had equal proportions of each of the two phyla (Fig. 3A). HFD + pectin and HFD + inulin had the highest percentage levels of Proteobacteria (mostly Deltaproteobacteria), but there was large individual variation (Fig. 3A). Mice fed the LFD had higher proportions of Actinobacteria belonging to the *Bifidobacteriaceae* family relative to those fed HFD diets with or without added dietary fibers (Fig. 3A,B). Large differences were also observed at family (Fig. 3B, Supplementary File S3) and Operational Taxonomic Unit (OTU) level (Fig. 3C, Supplementary File S4) between different groups, some of which were associated with specific diets (Supplementary File S4), including Ruminococcaceae and Lachnospiraceae in the HFD group, Bacteroidaceae in the HFD + pectin group and Porphyromonadaceae in the HFD + inulin acetate ester group (Fig. 3B). The 38 most abundant OTUs (≥0.5% of total sequences; data for all OTUs are given in Supplementary File S4) are shown in the heat map of relative abundance (expressed as average percentage to total sequences per diet) (Fig. 3C).

**Figure 3:**
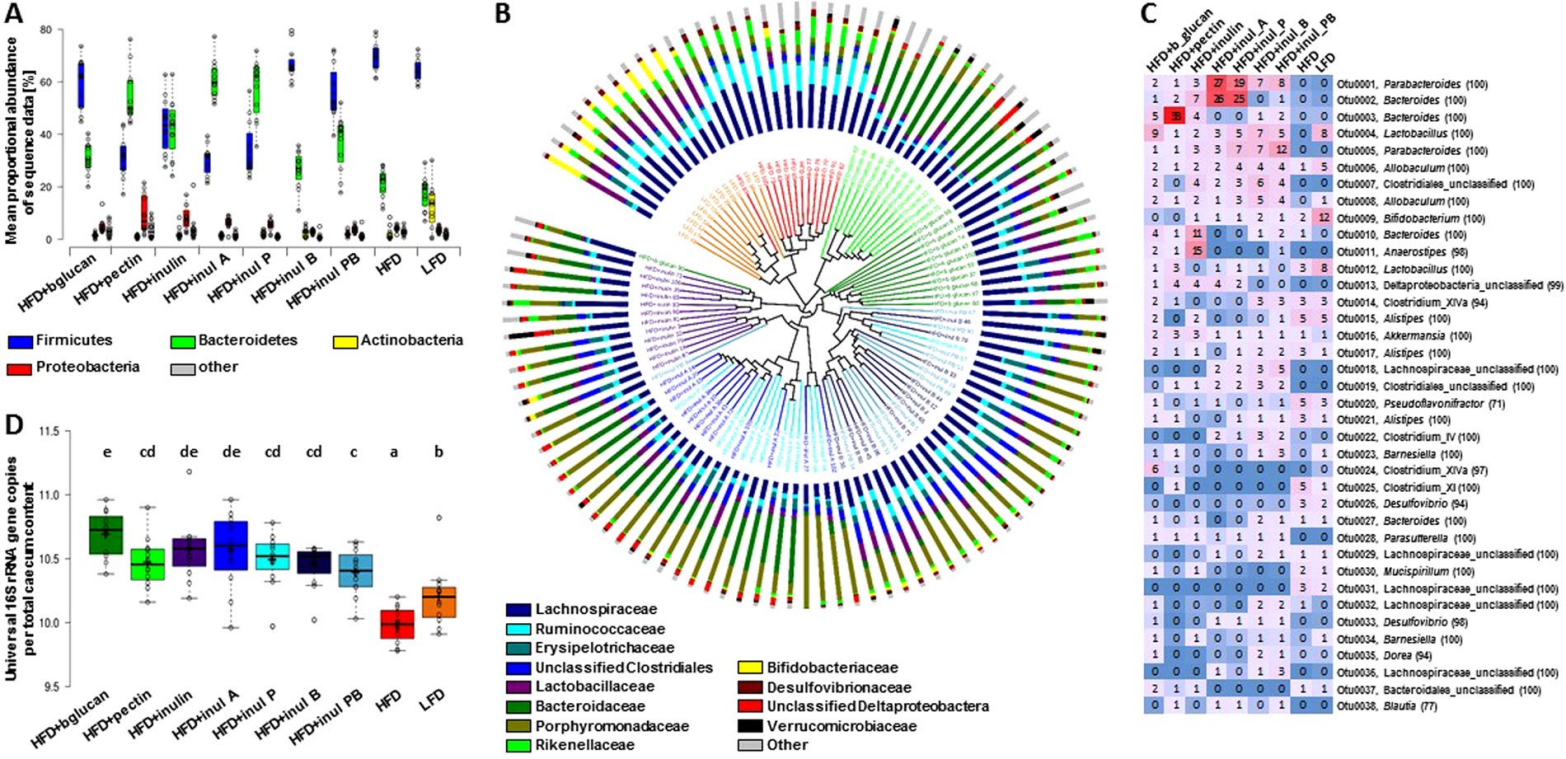
Cecal bacterial composition. (**A**) Mean proportional abundance of bacterial sequencing data at phylum level (n = 12). Centre lines show the medians and box plot limits indicate the 25^th^ and 75^th^ percentiles as determined by R software; whiskers extend 1.5 times the interquartile range from the 25^th^ and 75^th^ percentiles, individual animals are presented by dots. (**B**) Bray Curtis cluster dendrogram of bacterial composition at family level in mice fed mice fed a high fat diet (HFD, red), HFD where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by beta glucan (HFD + bglucan, dark green), apple pectin (HFD + pectin, light green), inulin (HFD + inulin, purple), inulin acetate ester (HFD + inul A, blue), inulin propionate ester (HFD + inul P, light blue), inulin butyrate ester (HFD + inul B, dark blue), inulin propionate and butyrate ester, 5% each (HFD + inul PB, blue-green) and low fat diet (LFD, orange). Also see high resolution of Fig. 3B in Supplementary File S3 (**C**) Heat map of relative abundance (expressed as average percentage to total sequences per diet) of the 38 most abundant OTUs (≥0.5% of total sequences; data for all OTUs are given in Supplementary File S4). (**D**) Total universal 16S rRNA gene copies in cecal content. Centre lines show the medians and box plot limits indicate the 25^th^ and 75^th^ percentiles as determined by R software; whiskers extend 1.5 times the interquartile range from the 25^th^ and 75^th^ percentiles, individual animals are presented by dots.

Cecum bacterial profiles clustered separately from one another based upon diet for most animals. LFD and HFD with no added fiber clustered together, indicating that presence of fiber is a major driver of overall community composition. Metastats and LEfSe (Linear discriminant analysis effect size) analyses confirmed that there were a large number of significant differences in constituent taxa between these two groups and all the fiber-containing groups together (Supplementary File S4). In contrast, the two dietary groups with no added fibers (LFD and HFD) showed fewer significant differences between them (Supplementary File S5). We also observed that the four inulin esters separated into two clear groups, with HFD + inul A/HFD + inul P and HFD + inul B/HFD + inul PB clustering together (Fig. 3B, Supplementary File S3). Two different clustering methods, (Jaccard, which incorporates only presence/absence of OTUs, and Bray Curtis, which also incorporates proportional abundances of each OTU when comparing dissimilarities) revealed a highly significant effect of diet (*P* < 0.001). Pairwise comparison of all dietary groups showed that clustering in both trees was significant (*P* < 0.001) with the exception of HFD + inul A compared to HFD + inul P (*P* = 0.018 Jaccard; *P* = 0.071 Bray Curtis) and HFD + inul B compared to HFD + inul PB (not significant). AMOVA analysis essentially resulted in the same outcome (HFD + inul A compared to HFD + inul P *P* < 0.001 Jaccard; *P* = 0.058 Bray Curtis; HFD + inul B compared to HFD + inul PB not significant; all other comparisons *P* < 0.001). LEfSe analysis including all individual dietary groups revealed the highest number of significant associations for the HFD fed group, followed by HFD + pectin (Supplementary File S4). Thus there were no consistent changes in phylogenetic (16S rRNA-based) community composition with weight gain and fiber intake on the HFD diets, despite the significant impacts of individual fibers on bacterial composition when incorporated in the HFD. However, the possibility of common changes in some functional microbial group/groups that impact on weight gain, or in some low-abundance taxon that has a major effect on physiology cannot be ruled out.

Bacterial diversity was higher in HFD fed mice compared to mice on all other diets and there were also significant differences in diversity indices between different diets incorporating different dietary fibers that were consistent with the Bray-Curtis clustering (Supplementary File S5). All diets containing dietary fibers had higher total bacterial 16S rRNA gene copies compared to either HFD or LFD, indicating greater bacterial numbers per g of cecal contents. HFD fed mice had the lowest bacterial abundance (Fig. 3D).

### Whole genome modulation in liver and cecum in response to dietary fibers

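The array data behind these results came from male C57BL/6 mice, an inbred strain, that were 12 weeks old at the start and ate their diet for 8 weeks. The HFD supplied 45% of its energy as fat and the LFD 10%. In HFD + inulin, 5% of the weight as corn starch and 5% as cellulose gave way to inulin, a fructose polymer that gut bacteria ferment. In HFD + inul PB the same share gave way to inulin carrying propionate and inulin carrying butyrate as esters, at 5% each. RNA of each sample was labelled with Cy3 and hybridised alone to a one-colour Agilent mouse array, so that a spot's brightness measures the RNA bound to a 60-base probe. The deposited scanner output holds 46 arrays on 6 slides. Cecum is represented by 6 HFD, 6 HFD + inulin, 5 HFD + inul PB and 5 LFD arrays, and liver by 6 arrays of each diet. The paper gives an n of 6 per diet for the arrays of liver and cecum. Its supplement reports that 1 cecum array of HFD + inul PB was removed for smears on the slide and as an outlier, and that 1 cecum LFD sample was removed for technical reasons, which leaves the number of arrays found in the files. Each array has 62976 spots, of which 59305 are not controls, and these carry 55681 different probes. The signal over background sets the precision of an array in place of a read depth. The percent of spots well above background ranged from 49.8 to 55.9 (median 53.1) on HFD, 48.4 to 55.3 (median 51.7) on HFD + inulin, 49.4 to 55.0 (median 53.6) on HFD + inul PB and 51.9 to 55.1 (median 54.2) on LFD in cecum. In liver it ranged from 46.5 to 50.4 (median 48.5), 46.8 to 49.5 (median 48.5), 46.8 to 49.7 (median 48.7) and 46.4 to 51.7 (median 48.6) on the same diets. The authors worked on the log2 scale, normalised the arrays by cyclic loess, averaged spots with identical probes and compared each diet with HFD by LIMMA. The same steps were applied here to the background-subtracted intensity that the scanner software gives for each spot, separately for cecum and liver, after control spots and outlier spots had been left out. A probe ID was counted as changed at a fold difference over 1.5 and an unadjusted P under 0.01, the criteria of the paper, and separately at a Benjamini-Hochberg adjusted P under 0.05 over all probes. Where a single gene's call is said to be lost or gained, the call is an unadjusted limma P under 0.01, whatever the fold. All diets of a tissue shared one estimate of the spread. Levels are given as normalised log2 signal, mean ± SD, and the level of one probe cannot be compared with that of another. The choices that could change the numbers most are the background subtraction, which widens differences of dim probes, and the inclusion of probes near background. No pair among the 1035 pairs of arrays held identical values, and the highest correlation between 2 arrays was 0.989.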

Global microarray analysis was conducted on liver and cecum of mice (n = 6) from HFD, LFD, HFD + inul and HFD + inul PB groups. The HFD + inul PB were chosen as the lowest weight gain and analysis of the HFD + inulin group allowed identification of any inulin *vs*. inulin ester effects. Comparison with HFD and LFD mice distinguished the effects of dietary fibers from body weight/adiposity effects.

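Principal components were computed per tissue from the centred log2 signals of the probes with a value on every array, 55381 in cecum and 55418 in liver. In cecum the first component held 14.7% of the variance and the second 10.8%, together 25.4%. In liver they held 10.6% and 8.37%, together 19.0%. The choice of probes moved these shares most: with only the probes well above background on every array of at least 1 diet, they were 25.5% and 16.2% in cecum and 20.7% and 10.4% in liver.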

Principal component analysis (PCA) of normalised microarray data indicated diet associated cecum and liver gene expression, explaining 22.99% and 19.22% of the variation in the data respectively (Supplementary File S6 Fig. S2A,B). 

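On the first principal component of cecum, the mean score was 35.8 ± 28.7 (SD, n = 6) for HFD, 17 ± 37.3 (SD, n = 5) for LFD, -30.3 ± 61.4 (SD, n = 6) for HFD + inulin and -23.6 ± 17.1 (SD, n = 5) for HFD + inul PB. The spread within HFD + inulin was therefore wide relative to its distance from the diets without fiber. The diets were also tested on all probes, by permuting the diet labels and recomputing the share of the variance in distances between arrays that lies between diets. Over the 4 diets this share was 18.2% (permutation test, P = 0.00299, 0.0209 after Benjamini-Hochberg adjustment over the 14 such tests in both tissues). HFD and HFD + inul PB separated at the smallest P that 6 arrays against 5 allow (exact permutation test, P = 0.00216, adjusted 0.0209). HFD + inul PB also separated from LFD (exact permutation test, P = 0.00794, adjusted 0.037). HFD and HFD + inulin separated before the adjustment only (exact permutation test, P = 0.026, adjusted 0.0909), and this P rose above 0.05 in turn without HFD replicate 1, 2 or 6 or HFD + inulin replicate 3 or 4, to 0.0779 at most. Scaling each array to its 75th percentile also took it past that limit. HFD + inulin could not be separated from LFD (exact permutation test, P = 0.197), nor HFD + inulin from HFD + inul PB (exact permutation test, P = 0.208), nor HFD from LFD (exact permutation test, P = 0.429).

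**Figure D1:**
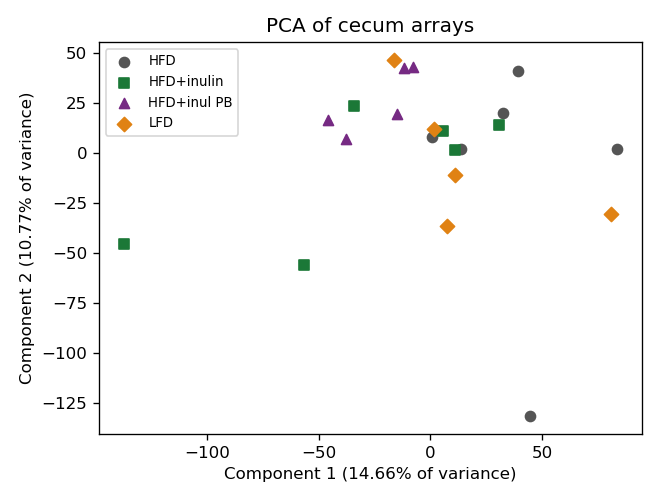
Scores of the 22 cecum arrays on the first principal component (x axis, 14.7% of the variance) and the second (y axis, 10.8%), coloured by diet; each point is 1 array and scores have no unit. HFD arrays lie mostly to the right (mean 35.8) and HFD + inul PB arrays to the left (mean -23.6), while HFD + inulin arrays are spread widely (SD 61.4).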

PCA analysis of cecal gene expression indicated a tendency for the HFD + inul and HFD + inul PB fed mice to cluster together distinct from the HFD and LFD fed mice (Supplementary File S6 Fig. S2A). However, PCA analysis of liver gene expression profiles did not reveal distinct clusters (Supplementary File S6 Fig. S2B).

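The mean scores of the liver arrays on the first component were 4.1 ± 33.6 for HFD, -0.9 ± 39.2 for HFD + inulin, -11.8 ± 51.4 for HFD + inul PB and 8.5 ± 35.5 for LFD (SD, n = 6 each), so the diets lay closer together than the arrays of any one of them. The share of variance between the 4 diets was 12.7% (permutation test, P = 0.629). Of the 6 pairs of diets, HFD and LFD had the lowest P (exact permutation test, P = 0.126). That pair passed 0.05 with only the probes well above background, where 13.6% of the variance lay between the 2 diets, and with the slide as a block (13.1%). HFD + inulin and LFD also passed it with the slide as a block (12.3%), while the 4 diets together did not. With the replicate number as a block, which in liver stands for a slide and row, the 4 diets did pass (17.9%, permutation test, unadjusted P = 0.0152). HFD and LFD (19.9%) and HFD + inulin and LFD (18.5%) passed with it too (exact permutation tests, unadjusted P = 0.0312 each). The P of 0.0312 is the smallest that this block allows for a pair of diets. Shares given with a block are of the variance left once the block's means were removed, so they cannot be set beside the 12.7%. The P with a block or with fewer probes were not adjusted over the tests and settings tried. Whether the liver profiles differ between the diets depends on the block and stays open. Part of the spread within the diets followed the slide: the 2 arrays of each diet on slide 1 scored 29.7 to 56.9 on the first component, and those on slide 3 -42.3 to -16.6.

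**Figure D2:**
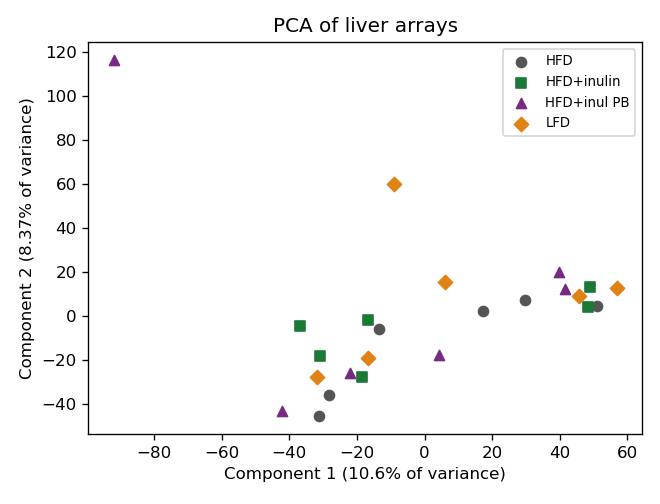
Scores of the 24 liver arrays on the first principal component (x axis, 10.6% of the variance) and the second (y axis, 8.37%), coloured by diet; each point is 1 array and scores have no unit. The diets overlap, with mean first-component scores between -11.8 and 8.5 and SDs of at least 33.6.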

Subsequent analysis was applied to identify probe IDs indicating a > 1.5 fold difference (*P* < 0.01) in gene expression when compared to HFD mice. Using the cut off set at > 1.5 fold difference (*P* < 0.01), 741 probe IDs in HFD + inulin, 1614 in HFD + inul PB ester and 151 in LFD fed mice showed differences in expression levels compared to HFD fed mice (Supplementary File S6 Fig. S2C–E, GEO Accession no. GSE106375). 

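From the scanner values, 1375 of the 55681 probe IDs passed these criteria on HFD + inulin, 650 of them higher and 725 lower than on HFD. On HFD + inul PB 2611 passed, 1416 higher and 1195 lower, and on LFD 356, 199 higher and 157 lower. The LFD split depended on the scaling of the arrays: it was 133 higher and 219 lower with each array scaled to its 75th percentile and 265 higher and 124 lower with cyclic loess over all pairs of arrays. If no probe had changed, 557 would have an unadjusted P under 0.01 in each comparison, whatever their fold; 3332 did on HFD + inulin, 5899 on HFD + inul PB and 582 on LFD. At an adjusted P under 0.05, LIMMA called 878 probe IDs on HFD + inulin and 3907 on HFD + inul PB. It called 0 on LFD, where 2919 had an unadjusted P under 0.05, and 2 without LFD replicate 4. Over the probes changed in the same direction on both fiber diets in a fit without it, that array had a score of 0.72 on a scale from the HFD mean (0) to the fiber mean (1), where the other LFD arrays scored 0.13 to 0.37 and the fiber arrays 0.49 to 1.17. The background correction moved the fold and P counts most: with normexp in place of the scanner software's subtraction, 628, 1356 and 121 probe IDs passed the fold and P criteria, and with the values that the authors deposited 743, 1616 and 151. The adjusted count on HFD + inulin moved more with other settings: it was 46 in a fit of only the 2 diets compared, 368 with each array scaled to its 75th percentile, 1329 with the slide as a block and 1803 with only the probes well above background. With slide, row and column as blocks in a fit of these 2 diets, LIMMA called 0, with 6289 at an unadjusted P under 0.05. Single arrays mattered for some of the counts. The adjusted count on HFD + inulin was 331 without HFD + inulin replicate 4, 407 without HFD replicate 6, 458 without HFD replicate 4, 483 without HFD + inulin replicate 3 and 1369 without HFD + inulin replicate 5. That on HFD + inul PB was 2248 without its replicate 5. Without LFD replicate 2, 597 probe IDs passed the fold and P criteria on LFD.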

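In liver 222 probe IDs passed the fold and P criteria on HFD + inulin (100 higher, 122 lower), 161 on HFD + inul PB (88 higher, 73 lower) and 399 on LFD (236 higher, 163 lower). With each array scaled to its 75th percentile the split was 61 higher and 81 lower on HFD + inul PB and 201 higher and 213 lower on LFD, and with cyclic loess over all pairs of arrays it was 110 higher and 52 lower on HFD + inul PB. Against the 557 expected by chance, an unadjusted P under 0.01 was reached by 441, 289 and 1009 probe IDs on these diets. After adjustment LIMMA called 0 probe IDs on HFD + inulin and 0 on HFD + inul PB, where 2108 and 1741 had an unadjusted P under 0.05; without LFD replicate 4, 1 was called on HFD + inulin. On LFD 16 were called. That count was 4 without HFD replicate 2, 5 or 6 or LFD replicate 6, 6 without HFD replicate 3, 9 without HFD + inul PB replicate 5, 10 without HFD + inulin replicate 1, 25 without HFD replicate 4 or LFD replicate 2, 32 without LFD replicate 3 and 36 without HFD + inul PB replicate 3. Data were also simulated from the mean and SD of each liver probe, with 200 of 55418 probes changed by 1 on the log2 scale. The fold and P criteria recovered 147 for HFD + inulin and 148 for HFD + inul PB, with 285 and 304 false calls, and 115 and 109 were recovered after adjustment. The simulated noise was independent between probes, with no effect shared by an array or slide, so these rates need not hold on the real arrays. With the authors' processed values the counts of changed probe IDs in liver were 68, 54 and 196.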

In liver, there were 68 probe IDs in HFD + inulin, 53 in HFD + inul PB and 196 in LFD mice (GEO Accession no. GSE106375) showing differences in gene expression compared to HFD mice. 

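The difference between the fiber diets and LFD was tested in the same fit, as the mean of HFD + inulin and HFD + inul PB against LFD. In cecum 832 probe IDs passed the fold and P criteria in this test, 340 higher and 492 lower on the fiber diets, and 624 had an adjusted P under 0.05. With each array scaled to its 75th percentile, 528 were higher and 349 lower, and the adjusted count was 301. The adjusted count was 165 without LFD replicate 1, 172 without LFD replicate 5, 255 without LFD replicate 2, 335 without LFD replicate 3, 378 without HFD + inul PB replicate 5 and 408 without HFD + inul PB replicate 3. Of the probe IDs that differed from HFD, 594 did so on HFD + inulin alone, 1805 on HFD + inul PB alone, 175 on LFD alone and 82 on all 3 diets.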

Greater numbers of probe IDs were identified in the cecum of mice consuming HFD + DFs compared to LFD, indicating that differences in gene expression are greater with DF supplementation, rather than simply altered in association with body weight/adiposity. 

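From the larger number of probe IDs on the fiber diets than on LFD in cecum, the paper reasons that fiber, and not only body weight or adiposity, accounts for the differences in that tissue. In liver the mean of the fiber diets against LFD gave 431 probe IDs past the fold and P criteria, 133 higher and 298 lower on the fiber diets, and 33 with an adjusted P under 0.05. With each array scaled to its 75th percentile, 172 were higher and 245 lower. Leaving out single arrays moved the adjusted count between 7 (without LFD replicate 6) and 94 (without HFD + inul PB replicate 3). LFD alone accounted for 331 of the probe IDs that differed from HFD in liver, HFD + inulin alone for 148 and HFD + inul PB alone for 99, while 20 differed on all 3 diets.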

The same selection criteria identified a greater number of differences in gene expression regulated by LFD in liver compared to HFD supplemented with DFs.

### Validation of selected gene targets in cecum and liver and regulation in response to dietary fibers

Validation of microarray data was conducted to confirm altered regulation of selected gene targets in response to HFD + inulin and HFD + inul PB. Comparison of the selected gene targets was assessed in the microarrayed samples and also in response to the other diet interventions using a custom designed RT Profiler PCR Array of cecum and Taqman assays of cecum and liver.

Genes were selected on the basis of large differences in response to consumption of HFD + inulin or HFD + inul PB ester diets, and involvement in gut barrier function in the case of cecum microarray targets. 

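Tex19.1 (probe A_51_P245533) had the largest rise among these cecal targets. Its signal was 5.83 ± 1.2 (SD, n = 6) on HFD, 9.59 ± 0.76 (n = 6) on HFD + inulin and 10.95 ± 0.33 (n = 5) on HFD + inul PB, log2 differences of 3.76 (SE 0.54, adjusted P = 0.00168) and 5.12 (SE 0.57, adjusted P = 4.97e-05). Every fiber array lay above every HFD array, although Tex19.1 was well above background on only 3 of the 6 HFD arrays, so its level on HFD is less certain than on the fiber diets. On LFD it was 7.33 ± 1.28 (n = 5), higher than on HFD by 1.49 with an adjusted P = 0.839, and its unadjusted limma P fell under 0.01 without HFD replicate 1 (1.80 higher) or LFD replicate 2 (1.87 higher). Without LFD replicate 4 it was 1.00 higher. Muc2 fell from 14.96 ± 0.5 on HFD to 14.04 ± 0.25 on HFD + inulin (adjusted P = 0.0364) and 13.69 ± 0.11 on HFD + inul PB (adjusted P = 0.00246), below every HFD array on all fiber arrays. Its LFD level of 14.82 ± 0.52 was within the spread of HFD, and the sign of that difference turned without HFD replicate 5, from -0.14 to 0.05. It also turned with normexp (0.04), with no background correction (0.04) and with the authors' processed values (0.04). Cldn4 was lower by -1.42 on HFD + inulin (adjusted P = 0.0095) and by -0.87 on HFD + inul PB (adjusted P = 0.057; unadjusted limma P of 0.00435), from 10.55 ± 0.52 on HFD. A second Cldn4 probe gave -0.85 on HFD + inul PB with a limma P of 0.0105, and that of the first rose above 0.01 without HFD replicate 3 (-0.78) or 6 (-0.80) or HFD + inul PB replicate 3 (-0.74) or 5 (-0.84). Cldn5 was lower by -1.06 (SE 0.34) on HFD + inulin and -1.19 (SE 0.36) on HFD + inul PB, with adjusted P = 0.128 and 0.0509. The first of these lost its unadjusted call without any 1 of 6 arrays, most of all HFD + inulin replicate 4 (-0.81), in a fit of only the 2 diets compared (limma P of 0.0188) and with slide, row and column as blocks (limma P of 0.0157). The second lost it without HFD replicate 2 (-1.07) or HFD + inul PB replicate 3 (-1.10) or 5 (-1.09). Cldn23 rose by 0.76 on HFD + inul PB (adjusted P = 0.0128), against 0.39 on HFD + inulin (limma P of 0.0305; 0.49 and 0.00792 without HFD replicate 3) and 0.48 on LFD (limma P of 0.0133). With the slide or the scan day as a block the Cldn23 change on LFD came under a limma P of 0.01, as it did without HFD replicate 3 (0.58) or LFD replicate 1 (0.56) or 2 (0.56). Tff3 changed by -0.64 on HFD + inul PB (adjusted P = 0.00633), more than its SD of 0.33 on HFD, and by -0.36 on HFD + inulin (adjusted P = 0.161; limma P of 0.00932, which rose above 0.01 without most single arrays, to 0.0237 at most without HFD + inulin replicate 4; the change was smallest, -0.23, without HFD replicate 5). The change of -0.36 was short of the fold criterion of 1.5, so Tff3 did not count as changed on HFD + inulin. Its limma P there also rose above 0.01 with each array scaled to its 75th percentile (-0.28) and with cyclic loess over both tissues (-0.32). The same happened in a fit of only the 2 diets compared and with slide, row and column as blocks. Muc4 rose by 1.52 on HFD + inul PB (adjusted P = 0.00288) and by 0.88 on HFD + inulin (adjusted P = 0.1; limma P of 0.00346, and 0.0115 without HFD replicate 5, where the rise was 0.71). The latter call was also lost without HFD + inulin replicate 4 or 6 (0.79 each) and with slide, row and column as blocks (limma P of 0.0182). Cfd varied widely between the arrays of a diet, with 13.86 ± 1.42 on HFD, 10.46 ± 4.58 on HFD + inulin, 7.97 ± 4.01 on HFD + inul PB and 12.57 ± 5.18 on LFD. Its changes of -3.40 and -5.89 on the fiber diets had limma P of 0.139 and 0.0194, and it was well above background on 5 of the 6 HFD + inulin and 4 of the 5 HFD + inul PB arrays. The latter passed 0.01 in a fit of only the 2 diets compared (limma P of 0.00394), without LFD replicate 4 (limma P of 0.00566) and without HFD + inul PB replicate 4 (-7.19, limma P of 0.00702). The LFD change of -1.29 turned to 1.02 without LFD replicate 4. Across the 22 cecum arrays, the deviation of Cfd from its diet mean followed that of 19 other fat cell genes.

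**Figure D3:**
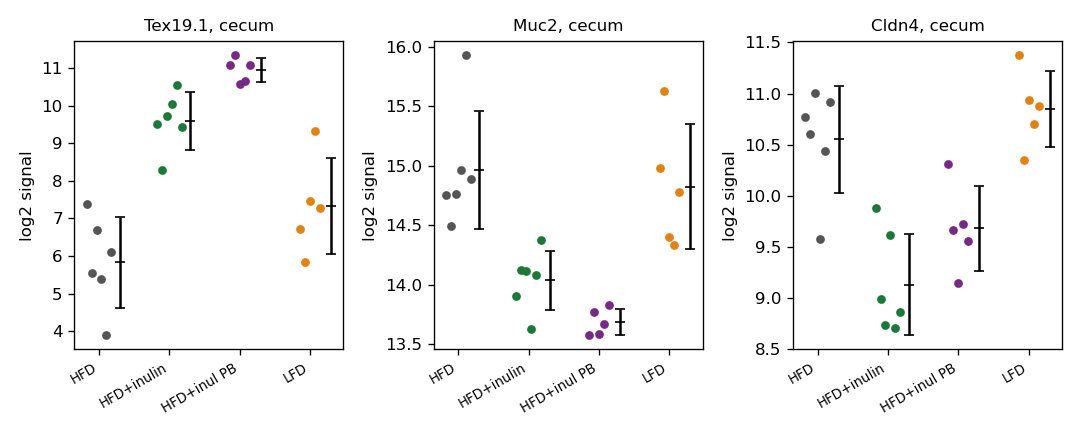
Normalised log2 signal (y axis) of Tex19.1, Muc2 and Cldn4 on the cecum arrays by diet (x axis); points are single arrays, bars the mean and SD (n = 6 for HFD and HFD + inulin, n = 5 for HFD + inul PB and LFD). Tex19.1 rises from 5.83 on HFD to 10.95 on HFD + inul PB, while Muc2 falls from 14.96 to 13.69.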

RT Profiler PCR Array confirmed that cecal genes were associated with dietary fiber supplementation rather than adiposity, with no differences observed in target gene expression in LFD fed mice (Fig. 4A). Selected gene targets were regulated similarly in response to all HFD + DF diets, including higher levels of cecal *Tex19*.*1* (Testis expressed 19.1) (Fig. 4A) and *Muc16* (Mucin 16), except HFD + inul A and HFD + inul B (Fig. 4A). Higher *Cldn23* (Claudin 23) expression was not confirmed by RT Profiler PCR.

**Figure 4:**
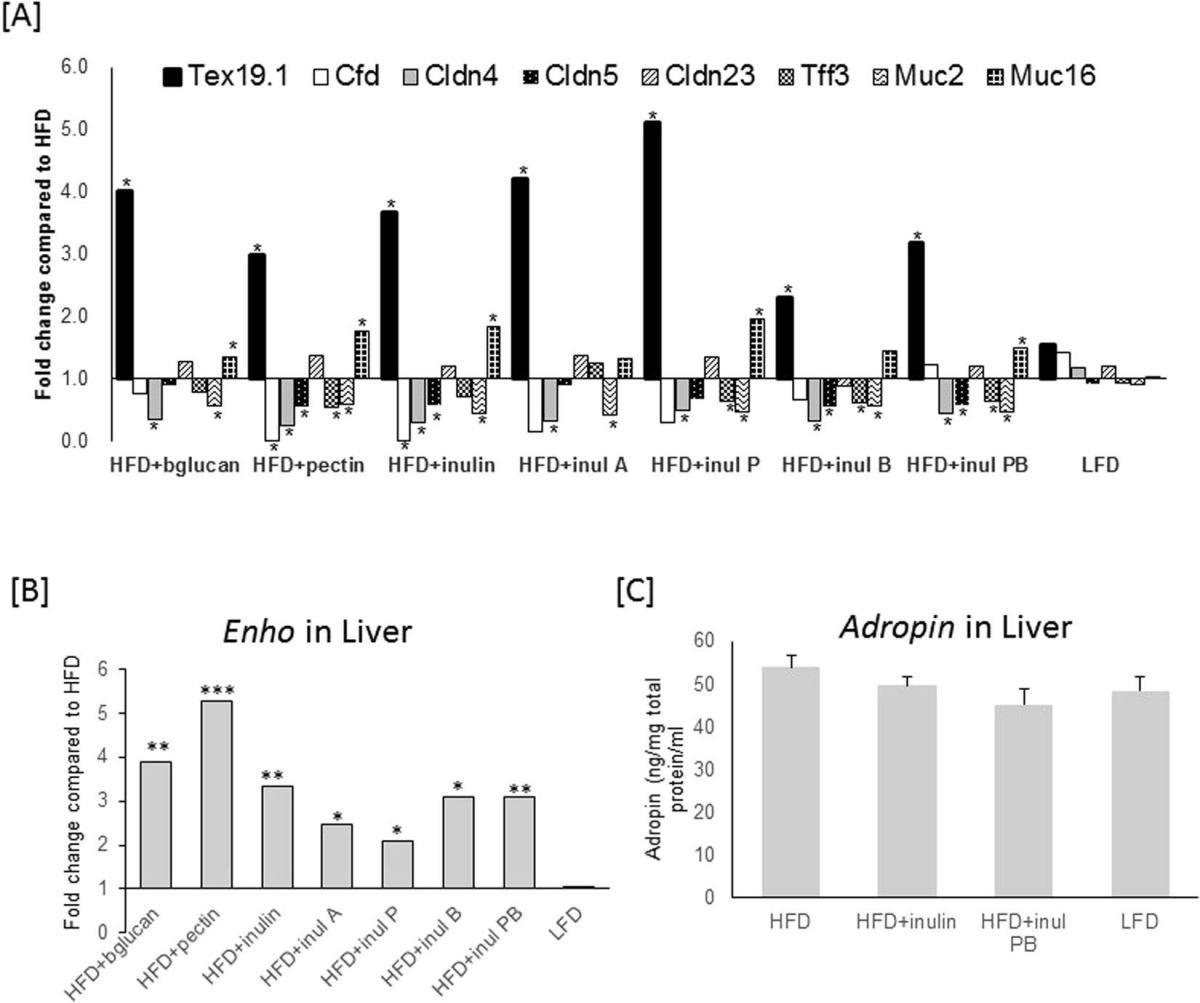
Validation of microarray data and responses in mice fed a high fat diet (HFD), where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by beta glucan (HFD + bglucan), apple pectin (HFD + pectin), inulin (HFD + inulin), inulin acetate ester (HFD + inul A), inulin propionate ester (HFD + inul P), inulin butyrate ester (HFD + inul B), inulin propionate and butyrate ester, 5% each (HFD + PB) and low fat diet (LFD). (**A**) RT Profiler PCR Array of selected gene targets showing altered gene regulation in response to HFD + inul and HFD + PB from microarray data analysis of cecum. Fold change was calculated relative to HFD fed mice using mean gene target normalised to *UBE2D2* (n = 6). (**B**) *Enho* gene expression in liver of mice fed HFD + DF or LFD relative to HFD. Fold change was calculated relative to HFD fed mice using mean *Enho* normalised to *UBE2D2* (n = 6). (**C**) Adropin levels in liver. A Student’s t-test based on delta CT values was applied to test comparisons with HFD fed mice. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001.

Significant reduced levels of cecal *Cldn4* (Claudin 4) and *Muc2* (Mucin 2) were confirmed for all HFD + DFs (Fig. 4A), while *Cfd* (Complement Factor D) down regulation observed in the majority of HFD + DFs failed to reach significance (Fig. 4A). Lower *Cldn5* (Claudin 5) expression was observed in HFD + pectin, HFD + inulin, HFD + inul B and HFD + inul PB (Fig. 4A). *Tff3* (Trefoil Factor 3) was lower in HFD + pectin, HFD + inul P, HFD + inul B and HFD + inul PB (Fig. 4A). In summary, the majority of microarray identified genes were similarly regulated by all diets containing dietary fibers (Fig. 4A).

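Enho, the gene that encodes the secreted peptide adropin, was read in liver by probe A_55_P2153517, well above background on all 24 arrays. Its signal was 12.74 ± 0.76 on HFD, 13.58 ± 0.54 on HFD + inulin and 13.83 ± 0.31 on HFD + inul PB (SD, n = 6 each). All 6 HFD + inul PB arrays lay above every HFD array, a log2 difference of 1.08 (SE 0.31; exact permutation test, two-sided P = 0.00216; limma P of 0.00205, adjusted P = 1). On HFD + inulin 4 of 6 arrays did, with a difference of 0.83 (SE 0.31; exact permutation test, P = 0.0498; limma P of 0.0131). A second probe of the gene gave 1.16 and 0.86. The difference between the fiber diets was 0.25 (limma P of 0.431), within the spread between arrays. Without HFD replicate 4 the differences from HFD were 0.82 and 0.58. The limma P on HFD + inulin came under 0.01 without HFD + inulin replicate 5 (1.01), HFD replicate 1 (0.96) or 6 (0.94) or LFD replicate 4, and also with normexp (0.81), with no background correction (0.82) and with the authors' processed values (0.82). Of the fiber diets, HFD + inulin and HFD + inul PB have arrays here.

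**Figure D4:**
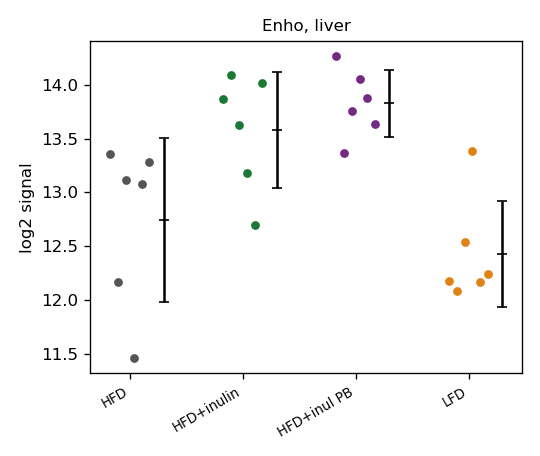
Normalised log2 signal of Enho (y axis) on the liver arrays by diet (x axis); points are single arrays, bars the mean and SD (n = 6 per diet). The means are 12.74 on HFD, 13.58 on HFD + inulin, 13.83 on HFD + inul PB and 12.43 on LFD.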

Microarray analysis revealed increased *Enho* (Energy Homesostasis Associated) expression in liver for all HFD + DF diets relative to the HFD diet, with the greatest levels observed in response to HFD + inul PB. 

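On LFD the Enho signal in liver was 12.43 ± 0.49 (SD, n = 6), lower than on HFD by less than the SD of either diet (log2 difference -0.31, SE 0.31; exact permutation test, P = 0.418), and -0.57 without HFD replicate 4. The mean of the fiber diets exceeded LFD by 1.27 (SE 0.27, limma P of 0.000101, adjusted P = 0.0927). Adropin protein was not measured by the arrays.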

*Enho* expression in LFD mice compared to HFD fed mice was not altered (Fig. 4B) and levels of adropin, encoded by *Enho*, were not increased in liver (Fig. 4C).

### Molecular interaction networks and integration of gene responses to inulin and inulin propionate and butyrate esters in cecum and liver

The validation of gene expression using RT Profiler PCR Array and Taqman assays revealed common responses to dietary fiber consumption in cecum (Fig. 4A) and liver (Fig. 4B) irrespective of the type of dietary fiber or dietary fiber specific differences in cecal bacterial composition (Fig. 3). Pathway analysis was carried out on a sub-set of normalised microarray gene expression data of known genes (predicted genes and unnamed transcripts were excluded) that showed >1.5 fold differences *P* ≤ 0.01 in gene expression compared to HFD in cecum and liver in response to HFD + inul and HFD + inul PB, but not LFD. This gene sub-set consisted of 168 genes with higher and 102 with lower levels of gene expression in cecum and 2 with higher and 6 with lower levels of gene expression in liver (Supplementary Files S7 and S8) when compared to HFD fed mice. 

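Applied to the scanner values, the selection gave 206 known genes with higher and 182 with lower expression in cecum, and 5 with higher and 7 with lower in liver. A known gene is here one with a symbol in the RefSeq table of mouse assembly GRCm38.p6 that is not a predicted or unnamed transcript; 27509 probe accessions matched a symbol, 25612 a known name, and these stand for 19295 genes. Both fiber diets are compared with the same HFD arrays, which alone makes calls coincide. In 100 permutations of the residual arrays, with no diet effect but shared HFD arrays, the cecum counts were on average 4.42 higher (100 at most) and 4.06 lower (21 at most). Without HFD + inulin replicate 4 the cecum counts with higher expression fell to 153, and without HFD replicate 2 those with lower expression to 135. Normexp reduced the genes with lower expression to 82. Of the names in the paper's list that a probe carries, 135 of 162 higher and 85 of 101 lower cecum genes were in this set, and 160 and 101 had the same direction on both fiber diets. Among the known genes called on both fiber diets, whether or not they changed on LFD, 105 rose and 57 fell beyond every HFD array on every fiber array in cecum. After Tex19.1, the largest mean rises among them were those of Ttll9 (3.43 on HFD + inulin, 4.26 on HFD + inul PB), Cyp4f15 (3.52 and 3.24), Casr (2.24 and 2.72) and Gnal (1.90 and 2.24), with adjusted P between 8.91e-05 and 0.0144. Ttll9 and Cyp4f15 were also higher on LFD, by 2.00 (limma P of 0.000619) and 1.52 (limma P of 0.00164; 0.0188 for the latter in a fit of only the 2 diets compared). Of the 6 HFD arrays, Ttll9 was well above background on 2, Casr on 4 and Cyp4f15 on 5. A second Ttll9 probe, well above background on 22 arrays, showed 3.37 on HFD + inulin and 4.18 on HFD + inul PB, and 1.53 on LFD. Another Ttll9 probe, not well above background on any array, showed 0.41 and 0.88 on the fiber diets. The probes given for the largest rises and falls were those with the largest change, and a second Gnal probe showed 1.62 and 1.86. The largest falls were those of Fer1l4, Slc4a11, Dmp1, Prss12 and Sema7a. Fer1l4 and Dmp1 were not well above background on any fiber array, which gives a bound only. Set against the lowest signal of a probe well above background on each array, Fer1l4 was at least 3-fold lower on HFD + inulin and at least 3.42-fold lower on HFD + inul PB, and Dmp1 at least 1.44-fold and at least 1.64-fold lower. Slc4a11 changed by -2.51 and -2.33, Prss12 by -1.74 and -2.09 and Sema7a by -2.12 and -1.66 (adjusted P between 0.000307 and 0.0308), and their changes on LFD had limma P of 0.296 or more. On HFD + inulin Slc4a11 and Prss12 were each well above background on 4 of 6 arrays, and on HFD + inul PB on 4 and 3 of 5. Cnr1 fell by 3.02 on HFD + inulin (adjusted P = 0.0116), where it was well above background on 3 of 6 arrays, and changed by -1.31 on HFD + inul PB (limma P of 0.0418) and -1.37 on LFD (limma P of 0.034; -1.76 and 0.00902 without LFD replicate 2). The latter 2 came under 0.01 with normexp (-0.81 and -0.87), with no background correction (-0.91 and -0.97), with the authors' processed values (-0.91 and -0.97) and in fits of only the 2 diets compared.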

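Across all probes, the log2 differences of HFD + inulin and HFD + inul PB from HFD correlated with r of 0.681 in cecum and 0.525 in liver. Probes are not independent replicates, and the shared HFD arrays produce a correlation without any diet effect. In the permuted residual arrays r was on average 0.463 in cecum and 0.679 at most, so the observed value exceeded all 100. In liver r was on average 0.501, and 37 of 100 permutations gave a value at least as large as the observed one. Of the 744 probe IDs called on both fiber diets in cecum, 742 changed in the same direction, where the permuted data gave 33.3 on average and 178 at most. In liver all 44 shared probe IDs changed in the same direction, against 42.2 on average. The correlation moved most with only the probes well above background, to 0.789 in cecum and 0.648 in liver.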

Common transcriptional responses to HFD + inul and HFD + inul PB are shown (Fig. 5A). A Cytoscape network of genes showing common transcriptional responses to HFD + inul and HFD + inul PB illustrates the categories these genes fall into, including anion transport, lipid, small molecule, single-organism, long-chain fatty acid, cellular lipid, monocarboxylic, arachidonic, icosanoid and fatty acid metabolic processes being upregulated (Fig. 5A), while sulphur compound metabolic process epithelium, gland and tissue development were downregulated in the cecum (Fig. 5B). GO (Gene Ontology) terms enriched in liver in response to HFD + inul and HFD + inul PB were localisation, locomotion, immune system, metabolic and single-organism processes (Fig. 5C).

**Figure 5:**
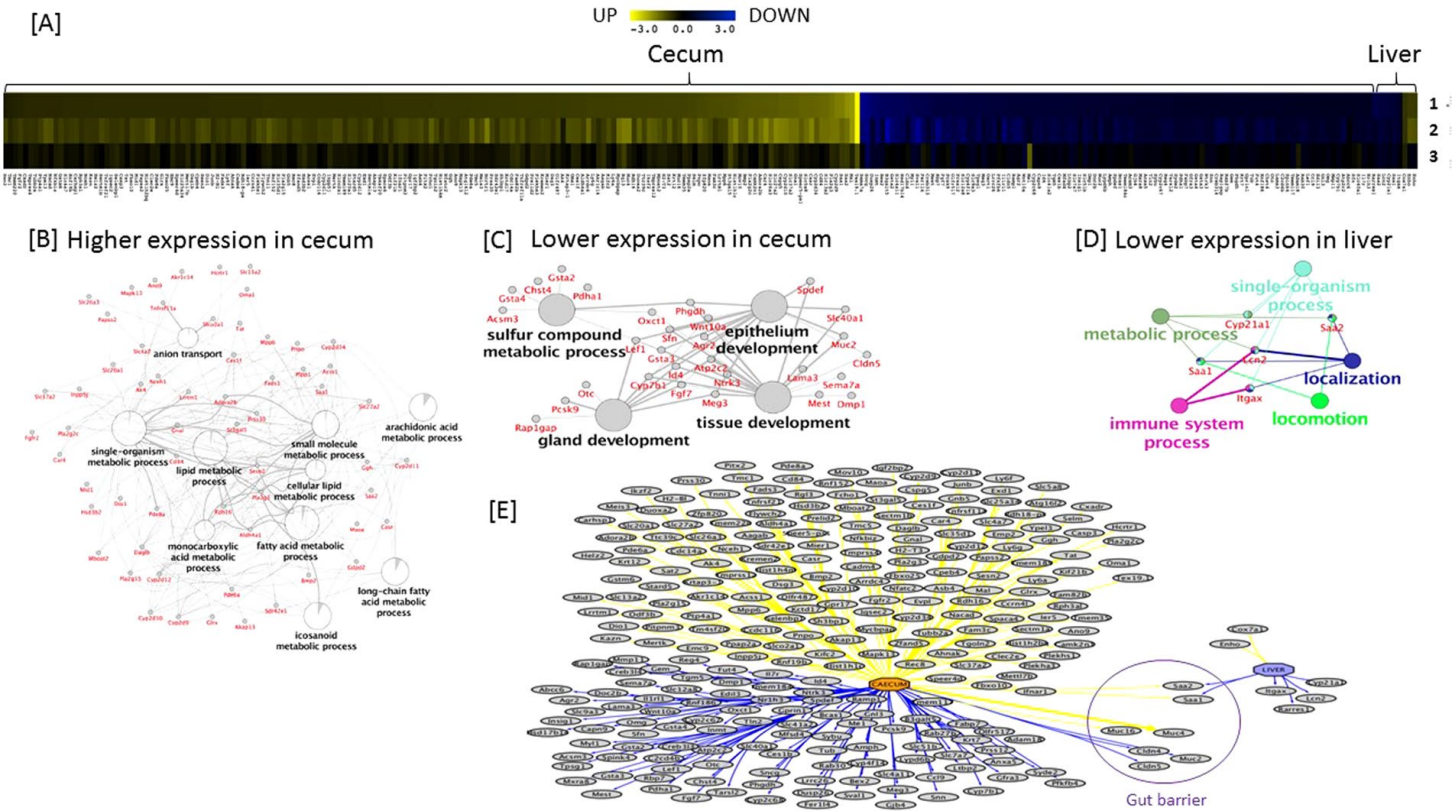
Altered ontologies and pathways associated with known genes showing 1.5 fold differences (*P* < 0.01) in expression in cecum and liver of mice fed a high fat diet (HFD) where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by inulin (HFD + I), inulin propionate and butyrate ester, 5% each (Inulin PB) and low fat diet (LFD) relative to HFD fed mice. The networks are organized into significantly enriched GO categories. (**A**) Heat map illustrating up and down regulated genes. Cytoscape networks of up-regulated (**B**) and down-regulated genes in cecum (**C**) and liver (**D**). (**E**) Integrated analysis illustrating up- and down-regulated genes indicated by yellow and blue lines respectively in cecum and liver. Details of gene list shown in Supplementary File S8.

The Cytoscape network revealed *SAA1* (Serum Amyloid A1) and *SAA2* (Serum Amyloid A2), involved in inflammatory responses, differed in response to consumption of HFD + inul and HFD + inul PB esters in both cecum (higher) and liver (lower) (Fig. 5E) compared to HFD. 

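In cecum Saa1 rose from 14.22 ± 0.82 on HFD to 15.76 ± 0.73 on HFD + inulin (log2 difference 1.54, SE 0.37, adjusted P = 0.04) and 15.48 ± 0.45 on HFD + inul PB (1.26, SE 0.39, adjusted P = 0.0532; limma P of 0.00388). Saa2 rose from 13.66 ± 0.76 to 15.44 ± 0.68 (1.79, adjusted P = 0.0137) and 15.11 ± 0.47 (1.45, adjusted P = 0.0195), with n = 6, 6 and 5 arrays. Every fiber array lay above the HFD mean for both genes. In liver Saa1 fell from 13.45 ± 0.59 to 12.52 ± 0.59 (limma P of 0.00312) and 12.58 ± 0.33 (limma P of 0.00501), and Saa2 from 13.58 ± 0.67 to 12.53 ± 0.74 (limma P of 0.00388) and 12.61 ± 0.41 (limma P of 0.0071), with n = 6 each. These log2 differences of -0.93, -0.87, -1.05 and -0.96 exceeded the SD of the HFD arrays, and 5 of 6 HFD + inulin and 6 of 6 HFD + inul PB arrays lay below the HFD mean, but adjusted over all probes each had an adjusted P = 1. The limma P in liver rose above 0.01 when single arrays were left out, most of all HFD replicate 4, without which the differences were -0.72 and -0.67 for Saa1 and -0.82 and -0.73 for Saa2. On HFD + inulin this also happened for both genes in a fit of only the 2 diets compared and with slide, row and column as blocks, and on HFD + inul PB for Saa2 with the slide as a block. In cecum only the Saa1 rise on HFD + inul PB did so, without HFD replicate 5 (1.08) or 6 (1.16) or HFD + inul PB replicate 3 (1.15) or 5 (1.15). Saa1 and Saa2 are close paralogs, and their deviations from the diet means correlated with r of 0.986 in cecum and 0.981 in liver, so it is uncertain how far the probes read separate transcripts. The opposite directions were tested in one fit of all 46 arrays, as the cecum difference minus the liver difference. This was 2.49 for Saa1 (SE 0.47, adjusted P = 0.00675) and 2.85 for Saa2 (SE 0.48, adjusted P = 0.00259) on HFD + inulin, and 2.18 (adjusted P = 0.0102) and 2.46 (adjusted P = 0.00472) on HFD + inul PB.

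**Figure D5:**
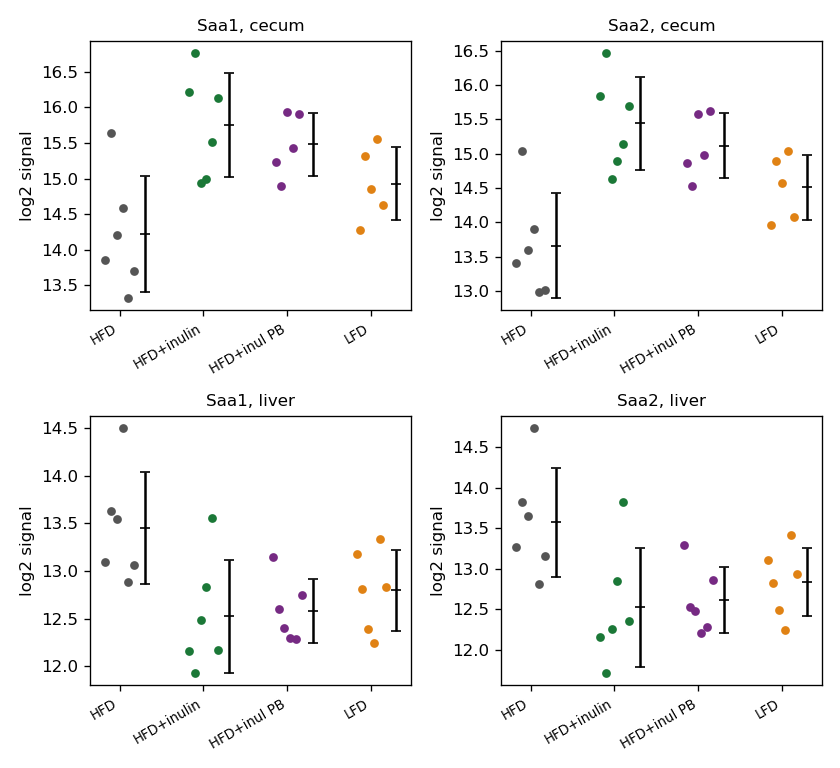
Normalised log2 signal (y axis) of Saa1 and Saa2 on the cecum and liver arrays by diet (x axis); points are single arrays, bars the mean and SD (n = 6, or 5 for cecum HFD + inul PB and LFD). Saa1 rises in cecum from 14.22 on HFD to 15.76 on HFD + inulin and falls in liver from 13.45 to 12.52.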

The differences in gene expression were confirmed by real-time PCR (Fig. 6). However, higher *SAA1* levels in cecum failed to reach significance for HFD + pectin and HFD + inul P, as did *SAA2* for HFD + inul P (Fig. 6A,B). Lower levels of *SAA1* in liver were observed in response to consumption of HFD + DFs, reaching significance in HFD + bglucan and HFD + inulin fed mice. While the lower level of *SAA2* in liver was significant for all HFD + DFs, except from HFD + pectin and HFD + inul P. LFD mice also showed comparable differences in *SAA1* and *SAA2* in cecum and liver measured using real time PCR (these differences were noted in microarray analysis, but had failed to meet the significance cut off) (*P* < 0.01) (Fig. 6).

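On the LFD arrays Saa1 and Saa2 moved in the same directions as on the fiber diets. In cecum their log2 differences from HFD were 0.71 (limma P of 0.082) and 0.85 (limma P of 0.0305), to 14.93 ± 0.51 and 14.51 ± 0.48 (SD, n = 5), and all 5 arrays lay above the HFD mean. The Saa2 rise was 1.13 (limma P of 0.00252) without HFD replicate 2. In liver they were -0.65 (exact permutation test, P = 0.0476) and -0.74 (exact permutation test, P = 0.039), with limma P of 0.0288 and 0.0331, and all 6 arrays lay below the HFD mean. Without liver HFD replicate 4 they were -0.45 and -0.51. The tissue difference on LFD was 1.38 for Saa1 (limma P of 0.00653, adjusted P = 0.496) and 1.60 for Saa2 (limma P of 0.00252, adjusted P = 0.39). That of Saa1 came to a limma P above 0.01 with the slide as a block (1.35) and without any 1 of 9 arrays, and the difference was smallest, 1.17, without liver HFD replicate 4. The mean of the fiber diets exceeded LFD in cecum by 0.69 for Saa1 (limma P of 0.0578) and 0.77 for Saa2 (limma P of 0.0282), neither of which passed adjustment.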

**Figure 6:**
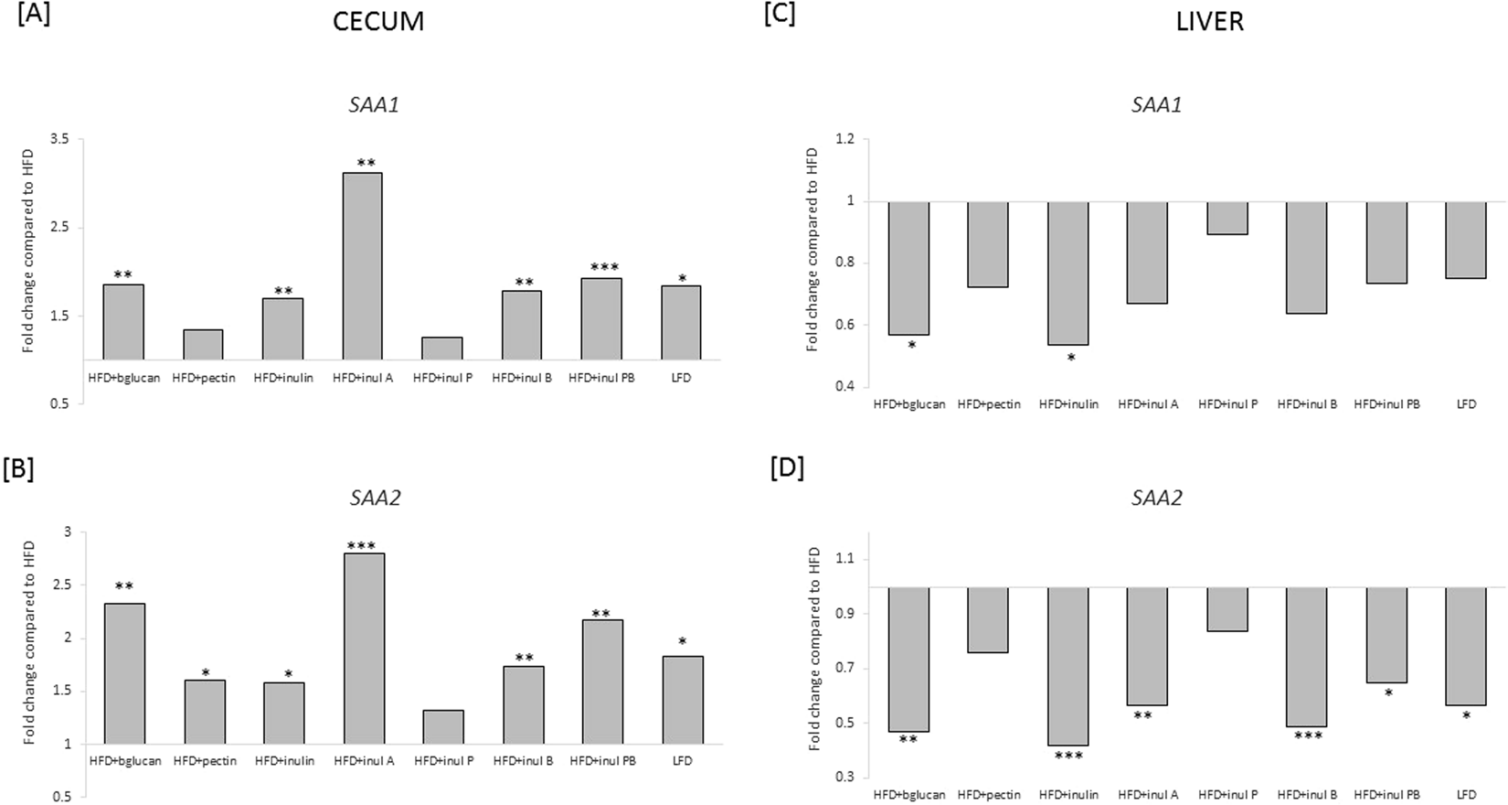
Gene expression of *SAA1* and *SAA2* relative to high fat (HFD) fed mice in cecum and liver in mice fed a HFD where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by beta glucan (HFD + bglucan), apple pectin (HFD + pectin), inulin (HFD + inulin), inulin acetate ester (HFD + inul A), inulin propionate ester (HFD + inul P), inulin butyrate ester (HFD + inul B), inulin propionate and butyrate ester, 5% each (HFD + PB) and low fat diet (LFD). Gene expression was calculated relative to HFD fed mice using mean gene target normalised to *UBE2D2* (n = 5–6). A Student’s ttest was applied to test comparisons with HFD fed mice. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001.

## Discussion

This study reports comprehensive analysis of seven dietary fibers combined with HFD on cecal bacterial profiles and host gene expression in the cecum and liver of mice. While there were fiber-specific differences in cecal bacterial composition, all dietary fibers tested prevented obesity and yielded similar responses in body composition and host gene expression in cecum and liver of a number of gene targets identified by microarray. The responses to dietary fiber of the gene targets selected for further analysis confirmed a similar outcome, implying that while cecal bacterial profiles differ specific to each dietary fiber, this results in collective outcomes in the expression of certain host genes. Despite the differences in bacterial profiles associated with specific fibers we established common gene expression differences in the host irrespective of which fiber was incorporated in the HFD. This finding was a significant outcome of our study and implies that bacterial composition *per se* may not be causal in protecting against HFD-induced weight gain. However, there is a possibility that common changes in microbial groups producing particular metabolites or signalling molecules, or a low-abundance taxon that induces major effects on physiology, could be contributing to the observed effects on weight gain and metabolism.

Nonetheless, replacement of dietary starch by dietary fibers in these defined diets was predicted to decrease the supply of carbohydrate-derived calories in the upper GI tract by 12.4%. Calories arising from bacterial fermentation of dietary fibers cannot be calculated exactly, but iso-caloric replacement is based on the assumption that dietary fibers provide 50% of the calorific value of digestible carbohydrates^21^. The cellulose incorporated in the diets (International Fiber Corporation) has no calorific value for the host and was replaced with dietary fibers in the HFD + DF diets. Given that there was no detectable change in cumulative food intake (Fig. 1D) between the HFD and the HFD diets incorporating dietary fiber, together with protection against diet-induced obesity (Fig. 1A–C), our results indicate that the net calorie gain may have been lower than this.

While composition of the cecal bacteria were different between the different dietary fibers, numbers of cecal bacteria per g cecal contents were enhanced by all dietary fibers. It is known that gut bacterial composition is affected by the addition of dietary fibers to the diet^16,17,22^, but also by dietary fat and protein^23^, by gut turnover/transit time and the gut environment (e.g. pH)^2^. In contrast to earlier reports^24,25^ we found little difference between the HFD and LFD diets in the representation of Bacteroidetes and Firmicutes phyla, but Actinobacteria were proportionally less abundant in HFD mice, except for HFD + pectin and HFD + inulin. Major differences in cecal Bacteroidetes and Firmicutes proportions were seen between the HFD + DFs. For the three non-esterified dietary fiber diets, Bacteroidetes were proportionally favoured on HFD + pectin and Firmicutes on HFD + bglucan, while the two phyla were approximately equally represented on HFD + inulin. These differences appear largely due to dietary fiber specific responses at the OTU level (Supplementary File S4)^16^. There were also major differences in the proportions of these two phyla and at the OTU level with the four esterified inulin substrates. It has been reported that SCFA differentially affect the growth of members of these two phyla through pH-dependent stress^26^. However, there is no evidence that these major differences in cecal bacterial composition differentially affect adiposity apart from decreased weight gain on HFD.

There was no significant impact of dietary fibers in GIP or ghrelin (GLP-1 levels were undetectable). However, levels of PYY, leptin, insulin and resistin differed in HFD + DF compared to HFD fed mice. There were no consistent patterns observed in observed significant differences with consumption of the different fibers. Leptin levels were significantly higher in mice fed HFD + inulinA compared to HFD + bglucan only. While there was some indication that HFD + bglucan had significantly higher levels of PYY compared to HFD + inulinA and HFD + inulinP. However, notably PYY plasma levels were observed to be variable in mice. While there was a tendency for increased PYY this was only significantly increased in HFD + bglucan, HFD + inul and HFD + inulin B fed mice (Fig. 2D). This is in contrast to reports which have reported SCFA upregulation of PYY^4^. However, there were no differences in cumulative food intake between HFD and HFD + DF mice (Fig. 1D). Likewise there was no transcriptional response of *FFAR3* in cecum (measured by microarray analysis) in response to dietary fibers (GEO Accession no. GSE106375), while *FFAR2* was only down-regulated in HFD + inul + PB mice. This is not definitive evidence, but may indicate that these pathways are not a major influence on the effects of dietary fiber on adiposity. 

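Ffar3 in cecum had a signal of 6.86 ± 0.3 on HFD, 7.02 ± 0.36 on HFD + inulin and 7.08 ± 0.15 on HFD + inul PB, log2 differences of 0.16 (limma P of 0.288) and 0.22 (limma P of 0.182) that were within the spread between arrays. Ffar2 was 8.94 ± 0.49 on HFD, 8.65 ± 0.31 on HFD + inulin and 8.00 ± 0.25 on HFD + inul PB. Its difference of -0.94 on HFD + inul PB (SE 0.23, adjusted P = 0.0159) placed all 5 arrays below every HFD array, while that of -0.29 on HFD + inulin was not distinguishable from 0 (limma P of 0.19). The direct difference between the fiber diets was -0.65 (limma P of 0.0102, adjusted P = 0.649). On LFD the differences from HFD were -0.14 for Ffar2 and 0.03 for Ffar3, and their signs turned when single arrays were left out. For Ffar2 this gave 0.04 without HFD replicate 5 and 0.006 without LFD replicate 4. For Ffar3 the sign turned to -0.06 without HFD replicate 2, -0.003 without HFD replicate 3 and -0.001 without LFD replicate 3. From a Ffar3 that did not respond and a Ffar2 that was lower on HFD + inul PB only, the paper proposes, without calling it definitive, that these pathways are not a major influence on the effects of fiber on adiposity.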

Levels of leptin, insulin and resistin are directly associated with adiposity and HFD + DF mice with lower adiposity consequently have lower levels of these hormones.

In contrast to the diet specific differences in cecal bacterial profiles, the transcriptional responses in cecum and liver are similar. Nonetheless, there were instances of differences in expression of selected gene targets associated with individual fiber diets, but these did not show any consistent pattern that would permit speculation on potential physiological outcomes. 

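The fiber diets were compared directly, as HFD + inul PB against HFD + inulin. In cecum 447 probe IDs passed the fold and P criteria, 260 higher and 187 lower on HFD + inul PB, and 12 had an adjusted P under 0.05 (35 without HFD + inulin replicate 4). In liver 110 passed, 77 higher and 33 lower (216 without HFD + inul PB replicate 3), and LIMMA called 0 after adjustment, with 1275 at an unadjusted P under 0.05. Only 161 had an unadjusted limma P under 0.01 there, against 557 by chance, so there was no excess of low P. The background correction moved the fold and P counts most, to 114 in cecum and 7 in liver with normexp. Of the 1375 probe IDs called on HFD + inulin in cecum, 1346 (97.9%) had the same sign on HFD + inul PB, and of the 2611 called on HFD + inul PB 2537 (97.2%) had the same sign on HFD + inulin. In liver these shares were 95.5% (212 of 222) and 91.9% (148 of 161), and the shared HFD arrays raise all of them. In the permuted residual arrays, with no diet effect, the cecum shares were 90.2% and 87.7% on average, and 11 and 9 of 100 permutations gave shares as large as those observed. The liver shares were 92.5% and 91.7% on average, and 35 and 60 of 100 permutations gave shares as large. These shares alone therefore do not set the responses apart from shared HFD arrays. The paper sets the likeness of the responses that it reports against the differences in cecal bacteria between the diets.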

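Epithelial genes were examined as lists of cell type markers that had been fixed in advance. The 25 goblet cell genes had a mean log2 difference from HFD of -0.43 on HFD + inulin, -0.63 on HFD + inul PB and -0.06 on LFD, with 20, 20 and 16 of them lower. On the fiber diets 17 and 19 had a P under 0.05 adjusted over the list alone, and 11 and 17 adjusted over all probes. These counts take either direction, and Galnt12, which rose by 0.43 and 0.35, is in all of them. The paper picked Muc2 and Tff3 from these samples, and Table S3 holds 9 genes of the list. The counts and the list tests below include these genes and are not independent evidence. The 23 measured genes of absorptive colonocytes rose on average by 0.36, 0.44 and 0.17, with 19, 19 and 18 of them higher. On the fiber diets 12 and 13 passed adjusted over the list alone and 5 and 9 over all probes. The counts over the list alone include genes that fell, Slc9a3 on HFD + inulin (-1.44) and Dhrs9 on HFD + inul PB (-0.59). Slc5a8 and Slc26a3, which the paper names, are on the list, as are 7 genes of Table S3 with these included. Camera with a preset inter-gene correlation of 0.01 gave an adjusted P = 9.13e-09 and 2.8e-09 for the goblet cell list and adjusted P = 7.71e-07 and 2.05e-06 for the absorptive list on HFD + inulin and HFD + inul PB. Those 4 calls held with an estimated correlation (adjusted P = 0.0295 for the goblet cell list on both diets and 0.016 for the absorptive list on both) and under fry. On LFD the goblet cell list did not pass (camera adjusted P = 0.248), but passed without LFD replicate 2 (adjusted P = 0.0107). On LFD the absorptive list passed camera (adjusted P = 0.00231) and fry (adjusted P = 0.0334) but not the estimated correlation (adjusted P = 0.0886). The list of epithelial stem and proliferation genes averaged -0.10 on HFD + inulin (median 0.01) and -0.35 on HFD + inul PB, where it passed camera (adjusted P = 0.000131) and fry (adjusted P = 0.0151) but not the estimated correlation. Enteroendocrine genes averaged -0.24 on HFD + inulin with a median of 0.05 and -0.14 on HFD + inul PB, and passed none of the 3 tests on either fiber diet.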

Microarray analysis indicated that many genes and pathways modulated in response to dietary fibers are epithelial, with a number involved in gut barrier function (Fig. 5). The gut barrier protects against ingress of harmful agents while allowing nutrient absorption. The myriad genes generating the proteins required to maintain healthy gut barrier function is still not fully understood. However, there are indications that the observed changes in gut barrier gene expression in the current study are favourable to improved barrier function. The altered expression of claudins have potential to alter trans-epithelial and strand tightness of tight junctions^27^. Mucins are another complex group of molecules known to be important components of the gut barrier with *Muc2* deficiency, consistently expressed at lower levels in fiber fed mice in our study, reported to protect mice from diet-induced fatty liver disease and obesity^28^. GO also indicated higher levels of anion transport genes, including *SLC* transporters which are widely expressed in epithelia, particularly associated with barrier function^29^. Both *SLC5A8* and *SLC26A3*, were elevated in cecum (Fig. 5/Supplementary File S7, GEO Accession no. GSE106375) in response to HFD + inul and HFD + inul PB, and are tumour suppressors^30,31^ with *SLC5A8* also linked to butyrate and propionate uptake^32^. These results, together with the associated evidence of reduced inflammation in the liver, leads us to conclude that observed changes in gut epithelial genes favour an improvement in gut barrier function.

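Slc5a8 rose in cecum from 10.16 ± 0.65 (SD, n = 6) on HFD to 11.46 ± 0.38 (n = 6) on HFD + inulin and 11.57 ± 0.06 (n = 5) on HFD + inul PB, log2 differences of 1.30 (SE 0.24, adjusted P = 0.0104) and 1.41 (SE 0.25, adjusted P = 0.00264). On LFD it was 10.42 ± 0.35, not distinguishable from HFD (limma P of 0.308), but 0.52 higher without HFD replicate 5 (limma P of 0.00916), an array with a Slc5a8 signal of 11.43 where the other HFD arrays had 10.1 at most. Slc26a3 rose from 14.09 ± 0.71 to 15.13 ± 0.35 (difference 1.04, adjusted P = 0.0388) and 15.3 ± 0.04 (difference 1.21, adjusted P = 0.00782), with every fiber array above every HFD array. The mean of the fiber diets exceeded LFD by 1.09 for Slc5a8 (adjusted P = 0.0222) and by 0.59 for Slc26a3 (adjusted P = 0.279). From these and the other changes in gut epithelial genes, together with lower inflammation in liver, the paper concludes that fiber favours an improved gut barrier function.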

*SAA1* and *SAA2*, the main acute phase isoforms of serum amyloid A, are expressed by the lumenal surface epithelium lining the colon^32^ and are thought to provide an anti-bacterial role, assisting in maintenance of epithelial immune homeostasis^32^. The encoded proteins are secreted into the lumen, play a role in innate recognition of Gram-negative bacteria, reduce bacterial viability^32,33^ and are linked to reduced risk of inflammatory bowel disease^32^. *SAA1* and *SAA2* were downregulated in liver in response to HFD + DF. HFD increases the inflammatory response in liver with an increase in circulating SAA^20^. The reduced inflammatory response in liver is evidenced by lower levels of *SAA1* and *SAA2*. Studies have shown that damaged gut epithelium results in elevated levels of circulating SAA most likely derived from liver^34^. Thus, the opposing effects of dietary fibers on *SAA1* and *SAA2* in cecum and liver may be linked (Fig. 5E).

Dietary fibers upregulate *Tex19*.*1* which has restricted expression in pluripotent stem cells^35^ and inhibits retrotransposons^36^. *Tex19*.*1* potentially stabilises the gut stem cell genome during replication and renewal of the gut epithelium, linking dietary fiber intake to anticancer effects.

There was a smaller subset of gene changes in common in the response to consumption of dietary fibers in the liver compared to those identified in the cecum measured by microarray analysis. 

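The common set of 12 liver genes included Cox7a1, H2ac8, Lefty1 and Zpbp2 with higher and Cyp21a1, Epha3, Itgax, Rarres1, Saa1, Saa2 and Slc17a8 with lower expression; they are named because the set is small, after their values were seen. In the permuted residual arrays, with no diet effect, the liver selection gave on average 3.16 genes with higher and 5.45 with lower expression, and 20 and 32 of 100 permutations gave at least as many as were found. Leaving out single arrays moved the number with higher expression between 1 (without HFD + inul PB replicate 5) and 8 (without HFD replicate 6), and that with lower expression between 3 (without HFD + inulin replicate 3) and 11 (without HFD replicate 6). Cox7a1 rose from 9.50 ± 0.29 to 10.27 ± 0.27 on HFD + inulin (exact permutation test, P = 0.00216) and 10.25 ± 0.61 on HFD + inul PB (exact permutation test, P = 0.00866), but by 0.52 with a limma P of 0.0143 without HFD + inul PB replicate 4. The latter call was also lost without HFD replicate 1 (0.72), 3 (0.70) or 5 (0.70) and in a fit of only the 2 diets compared (limma P of 0.015). That on HFD + inulin was lost without HFD replicate 3 (0.71) or 5 (0.71) or HFD + inulin replicate 1 (0.70) or 6 (0.70). Rarres1 changed by -1.14 on HFD + inulin (adjusted P = 0.216) and -0.70 on HFD + inul PB (adjusted P = 1). Cyp21a1 changed by -1.0 on HFD + inulin (limma P of 0.000288) and by -0.66 on HFD + inul PB (limma P of 0.00928). The latter lost its call without most single arrays (-0.52 without HFD + inul PB replicate 5) with the slide or the scan day as a block, with cyclic loess over pairs (-0.61) or over both tissues (-0.64) and in a fit of only the 2 diets compared. A second Cyp21a1 probe, not well above background on any liver array, showed no change. Among the known liver genes called on both fiber diets, whether or not they changed on LFD, Smim1 was the only one beyond every HFD array on every fiber array. It rose by 1.11 (adjusted P = 0.153) and 0.83 (adjusted P = 1), and on LFD as well, by 0.84 (adjusted P = 0.121). A second Smim1 probe, well above background on 1 liver array, showed no such rise, with -0.67, 0.06 and -0.68. Among the 19494 probes well above background on every array of both tissues, 1.89% changed on HFD + inulin and 5.36% on HFD + inul PB in cecum, against 0.22% and 0.1% in liver.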

Enho was chosen for further analysis following reports that its encoded protein, adropin, is a hormone involved in energy homeostasis and lipid metabolism, with adropin deficiency associated with obesity and insulin resistance^36^. The higher level of Enho expression in liver is seen with all dietary fibers tested and may be an important factor in reducing adiposity. Nonetheless, this was not reflected in higher levels of liver adropin, the protein encoded by Enho. It has been reported that Enho expression in liver results in increased circulating adropin^37^ and it may be that the elevated Enho expression in the liver may produce increased adropin secretion while liver adropin levels remain stable (Fig. 4C). Adropin is involved in energy homeostasis and lipid metabolism, with deficiency associated with obesity and insulin resistance^36^. Treatment with synthetic adropin reduces weight gain^36,38^ in agreement with prevention of weight gain in HFD + DF mice showing higher levels of liver Enho when compared to HFD fed mice. However, Enho gene expression was not altered in HFD compared to LFD mice, indicating that the response was a consequence of dietary fiber intake. Supporting our findings, LFD mice were reported to have reduced levels of adropin compared to mice fed chow, which is a rich source of fiber^36^. The consequences of increased *Enho* expression specifically in the liver may form the basis for explaining the beneficial effects of dietary fibers on metabolic health. 

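From the rise of Enho in liver on the fiber diets and its unaltered expression on LFD, the paper reasons that the liver response followed the intake of fiber. In cecum the Enho probe was well above background on all 22 arrays, with signals of 11.24 ± 0.49 on HFD, 11.18 ± 0.71 on HFD + inulin, 11.39 ± 0.27 on HFD + inul PB and 11.12 ± 0.23 on LFD. The log2 differences from HFD were -0.06 (limma P of 0.83), 0.15 (limma P of 0.608) and -0.12 (limma P of 0.685). The sign on HFD + inulin turned without HFD replicate 1 (0.01) or 6 (0.08) or HFD + inulin replicate 1, 4 or 6 (0.02 to 0.04), and that on LFD without HFD replicate 6 (0.02). The cecum difference minus the liver difference was -0.91 on HFD + inulin (limma P of 0.0329, adjusted P = 0.445; -1.16 and 0.00498 without cecum HFD + inulin replicate 5) and -0.93 on HFD + inul PB (limma P of 0.0331, adjusted P = 0.311), so a difference between the tissues was not established over all probes.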

Despite high levels of *Enho* expression in cecum (detected by microarray) it is not differentially expressed in response to the supplementation of the HFD with dietary fibers. It was noted that changes in other liver targets, such as Lcn2 (Lipocalin 2) and Itagx (integrin subunit alpha X), which are expressed at lower levels in the microarray analysis of HFD + inulin and HFD + inulPB compared to HFD provide further support for the protective effect of dietary fibers on liver. 

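Lcn2 in liver fell from 9.63 ± 0.78 on HFD to 8.65 ± 0.66 on HFD + inulin (exact permutation test, P = 0.039) and 8.73 ± 0.27 on HFD + inul PB (exact permutation test, P = 0.0108), with n = 6 each. Itgax fell from 7.30 ± 0.59 to 6.56 ± 0.42 (exact permutation test, P = 0.0368) and 6.47 ± 0.11, where every HFD + inul PB array lay below every HFD array (exact permutation test, P = 0.00216). The limma P were 0.00671 and 0.0123 for Lcn2 and 0.00526 and 0.00214 for Itgax, and after adjustment over all probes each was 1. The call of Lcn2 on HFD + inulin was lost without HFD replicate 4, where the log2 difference was -0.72 in place of -0.99, and without any 1 of 5 other arrays. That of Itgax on HFD + inulin was lost without HFD replicate 3 (-0.58 in place of -0.74) and without any 1 of 5 other arrays. Both were also lost in a fit of only the 2 diets compared and with slide, row and column as blocks. Lcn2 on HFD + inul PB gained a limma P under 0.01 with normexp (-0.82), with no background correction (-0.84), with the authors' processed values (-0.84) and without any 1 of 5 arrays, as without HFD replicate 5 (-1.05). On LFD Lcn2 was -0.56 (limma P of 0.102) and Itgax -0.15 (limma P of 0.53) from HFD, and the sign of the latter turned without HFD replicate 3 (0.01). The paper counts these lower levels as evidence for a protective effect of fiber on the liver.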

Lcn2 and Itagx are reported to be key inflammatory markers with activation of these markers indicative of metabolic and inflammatory stress in the liver^39–41^. This also further substantiates our contention that dietary fibers may improve barrier function and protect the liver from the inflammatory effects of consuming a HFD.

Our study provides a novel insight on the impact of dietary fiber on the cecal bacteria and host responses to diet-induced obesity, revealing that of the seven dietary fibers tested, all exert a similar effect on reducing adiposity and cecum and liver expression of the selected gene targets. It should be noted however, that consumption of fibers of different particle size have been shown to differentially affect metabolic and inflammatory responses in mice^42^. Dietary fiber-induced resistance to diet-induced obesity in this study is potentially mediated by the hormone adropin, as indicated by the liver specific increased levels of *Enho*. Additionally, improved gut barrier function, characterised by regulation of *Tex19*.*1* and altered mucins, claudins and epithelial solute transporters is associated with reduced expression of markers of inflammation and accumulation of fat in liver. The studies reported in the present paper were conducted in mice with further studies in humans needed to determine the effects of dietary fibers on modulating obesity. The already known associations of adropin and human health provide a useful focus for further study of translational potential to humans. In conclusion the effects of fiber consumption on a high fat diet has potential implications for health that are apparently not directly related to cecal bacterial community composition, although we cannot exclude the possibility that they may be related to total microbial populations and, or their overall metabolic activity.

## Methods

### Animals and dietary intervention

The animal studies were licensed under the Animal (Scientific Procedures) Act of 1986 and in accordance with the European Directive on the Protection of Animals used for Scientific Purposes 2010/63/E following ARRIVE guidelines and received approval from the Rowett Institute’s Ethical Review Committee. Male C57BL/6 mice, 12 weeks of age and 24–25 g in weight (Harlan, Bicester, UK), were randomly assigned to one of nine dietary groups (n = 12) and fed, either: **1**. HFD (high fat diet) (45% of energy from fat) (D12451) **2**. LFD (low fat diet) (10% fat by energy) (D12450B), or the HFD where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by the following dietary fibers: **3**. beta glucan (HFD + bglucan) (Glucagel, DKSH, Milan Italy) **4**. pectin (HFD + pectin) (Sigma-Aldrich, Gillingham, UK) **5**. inulin (Beneo Orafti® HP, DKSH, London UK) **6**. inulin acetate ester (HFD + inul A) **7**. inulin propionate ester (HFD + inul P) **8**. inulin butyrate ester (HFD + inul B) **9**. 5% each of inulin propionate and inulin butyrate ester (HFD + inul PB) (details of diets are provided in Supplementary File S1) for 8 weeks. The cellulose used in the diets contributes zero calories. Further details of animals, dietary intervention and sample collection are provided in Supplementary File S2.

### Cecal bacterial analysis

Genomic DNA (gDNA) was extracted from the cecum contents using the FastDNA® SPIN Kit for Soil (MP Biomedicals, Illkirch, France). Total cecal bacterial abundance was estimated following the dietary interventions by quantitative PCR and the V3-V4 region of bacterial 16S rRNA genes were sequenced on the Illumina MiSeq using a v3 flow cell with 2 × 300 bp paired end reads (full details of the subsequent analysis steps used are available in Supplementary File S2). Sequencing data generated during this study are available in the SRA database under SRA accession SRP117745 (accessible at http://www.ncbi.nlm.nih.gov/sra/SRP117745).

### Plasma hormones

Hormones were measured in plasma from cardiac puncture (CP) or from hepatic portal vein (HPV) (n = 4–8) collected with incorporation of Protease Inhibitor Cocktail for General Use (Sigma cat# P2714) using Millipore’s MILLIPLEX MAP Mouse Metabolic Hormone Magnetic Bead panel (Merck Millipore, Feltham, UK).

### Liver fat

Total fat was extracted from left liver lobes based on the method by Folch *et al*.^43^ and weight of fat per microgram of liver tissue calculated.

### Whole genome microarray analysis

Total RNA extracted from liver and cecum using an RNeasy Mini Kit (Qiagen, Crawley, UK) was microarrayed with SurePrint G3 Mouse GE 8 × 60 K Microarray G4852A (Agilent Technologies, UK) (Supplementary File S2). Data are deposited in NCBI’s Gene Expression Omnibus^44^ and are accessible through GEO Series accession number GSE106375 (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106375). Details of statistical analysis of microarray data is provided in Supplementary File S2.

### Confirmation of microarray identified differences in gene expression using custom designed RT Profiler PCR arrays

Genes showing altered responses to HFD + inulin or HFD + inul PB esters in cecum were identified from microarray analysis and validated using a custom designed RT Profiler PCR Array (Qiagen) (Supplementary File S2).

### Real-time PCR

Complementary cDNA templates for real-time PCR assays were prepared from Superscript II (Invitrogen) reverse transcribed total RNA and Taqman assays were conducted with duplex target and reference gene *UBE2D2*. (Supplementary File S2).

### Liver adropin (Enho)

An enzyme-linked immunosorbent assay (ELISA) kit (Cusabio USA) was used to measure adropin in accordance with manufacturer’s instructions. (Supplementary File S2).

### Statistical analysis

Details of statistical analysis of cecal microbiota sequencing, cecum and liver microarray data can be found in Supplementary File S2. Other data are presented as mean ± SEM and analysed using GenStat (Gen Stat®13th Edition (VSN International, Ltd., Hemel Hempstead, UK) apart from the RT-PCR data which were analysed on a logarithmic (delta CT) scale but presented as fold-changes (anti-logged differences) without standard errors. Comparison of a diet group with the high fat fed group were conducted using t tests. The influence of a single factor and comparisons between the diet groups was tested using one-way ANOVA. Multiple comparisons were tested using either Fisher’s protected or unprotected LSD test. Skewed data was log transformed prior to statistical analysis.

## Electronic supplementary material

Supplementary Information

Supplementary Dataset

# Supplementary material for: Dietary fibers inhibit obesity in mice, but host responses in the cecum and liver appear unrelated to fiber-specific changes in cecal bacterial taxonomic composition
**Source:** Sci Rep. 2018 Oct 22;8:15566. doi: 10.1038/s41598-018-34081-8
**Supplement:** Supplementary file 1 — Supplementary Information

Dietary fibers inhibit obesity in mice, but host responses in the cecum and liver appear unrelated to fiber-specific changes in cecal taxonomic composition

Janice E. Drew<sup>1\*</sup>, Nicole Reichardt<sup>1,4</sup>, Lynda M. Williams<sup>1</sup> Claus-Dieter Mayer<sup>2</sup> Alan W. Walker<sup>1</sup>, Andrew J. Farquharson<sup>1</sup>, Stavroula Kastora<sup>3</sup>, Freda Farquharson<sup>1</sup>, Graeme Milligan<sup>4</sup>, Douglas J. Morrison<sup>5</sup>, Tom Preston<sup>5</sup>, Harry J. Flint<sup>1</sup>, Petra Louis<sup>1</sup>

<sup>1</sup>The Rowett Institute, <sup>2</sup>Biomathematics and Statistics Scotland, <sup>3</sup>Aberdeen Fungal Group, University of Aberdeen, Foresterhill, Aberdeen AB25 2ZD, UK, <sup>4</sup>Institute of Molecular, Cell and Systems Biology, College of Medical, Veterinary and Life Sciences, University of Glasgow, Glasgow, G12 8QQ, UK, <sup>5</sup>Scottish Universities Environmental Research Centre, University of Glasgow, Rankine Avenue, East Kilbride G75 0QF, UK.

## **Supplementary Info Files**

### **Supplementary File S1 Table S1**

Experimental diets

### **Supplementary File S2**

Materials and Methods

### **Supplementary File S3**

High resolution image of Figure 3B. [B] Bray Curtis cluster dendrogram of bacterial composition at family level in mice fed mice fed a high fat diet (HFD, red), HFD where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by beta glucan (HFD+bglucan, dark green), apple pectin (HFD+pectin, light green), inulin (HFD+inulin, purple), inulin acetate ester (HFD+inul A, blue), inulin propionate ester (HFD+inul P, light blue), inulin butyrate ester (HFD+inul B, dark blue), inulin propionate and butyrate ester, 5% each (HFD+inul PB, blue-green) and low fat diet (LFD, orange).

### **Supplementary File S4 Table S2**

Illumina sequencing analysis of cecal content. [A] Proportional abundance [%] of each OTU (at 97% identity) subsampled to 12062 reads per sample. The taxonomic classification is shown at the right-hand side. Accession numbers for each sample are given above the sample in each column. Sample codes refer to diet codes as per materials and methods and numbers refer to the individual animal. [B] Lefse analysis of bacterial composition for all individual dietary groups. [C] Lefse analysis of microbiota composition for combined or selected dietary groups. [D] Metastats analysis of microbiota composition for combined or selected dietary groups.

### **Supplementary File S5 Figure S1Supplementary File S6 Figure S2**

Bacterial diversity. [A] Shannon index. [B] Inverse Simpson index. Centre lines show the medians and box plot limits indicate the 25th and 75th percentiles as determined by R software; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles, individual animals are presented by dots.

### **Supplementary File S6 Figure S2**

Principal component (PCA) of normalised microarray gene expression data from [A] cecum and [B] liver from mice fed high fat diet (▲), low fat diet (▲), or HFD+inulin (▲) or HFD+inul PB (▲) esters. The PCA profiles explain 22.99% and 19.22 % of the variation in the data respectively. The measurements all fall within the Hotelling T2 95% confidence limit. [C] Differentially expressed probes from microarray analysis of cecum and liver of mice fed HFD+inulin, HFD+inul PB and LFD compared to HFD (selected fold cut off 1.5 and significance levels  $p < 0.01$ ). [D] and [E] Venn diagrams showing patterns of differentially regulated probes with 1.5 fold difference with significance  $P < 0.01$  in expression in cecum [D] and liver [E].

### **Supplementary File S7 Figure S3**

Venn diagrams showing patterns of known genes with 1.5 fold differences in expression in cecum [A] and [B] and liver [C] and [D] mice fed a high fat diet (HFD) where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by inulin (Inulin), inulin propionate and butyrate ester, 5% each (Inulin PB) and low fat diet (LFD) relative to HFD fed mice with significance  $P < 0.01$ .

Supplementary File S8 Table S3

Genes showing common transcriptional responses (known genes  $>1.5$  fold differences,  $P<0.01$ ) in cecum and liver to HFD+inulin and HFD+inul PB compared to HFD or LFD. Genes are listed alphabetically.

**Supplementary File S8 Table S3**

Genes showing common transcriptional responses (known genes  $\geq 1.5$  fold differences,  $P<0.01$ ) in cecum and liver to HFD+inulin and HFD+inul PB compared to HFD or LFD. Genes are listed alphabetically.

# Supplementary File S1 Supplementary Table S1 Experimental diets

| Product                  | D12451         |        | D14020901    |        | D14020902  |        | D14020903  |        | D14020904  |        | D14020905  |        | D14020906  |        | D14020907   |        | D12450B       |        |      |
|--------------------------|----------------|--------|--------------|--------|------------|--------|------------|--------|------------|--------|------------|--------|------------|--------|-------------|--------|---------------|--------|------|
|                          | High Fat (HFD) |        | HFD+b glucan |        | HFD+pectin |        | HFD+inulin |        | HFD+inul A |        | HFD+inul P |        | HFD+inul B |        | HFD+inul PB |        | Low Fat (LFD) |        |      |
|                          | %              | gm     | kcal         | gm     | kcal       | gm     | kcal       | gm     | kcal       | gm     | kcal       | gm     | kcal       | gm     | kcal        | gm     | kcal          | gm     | kcal |
| Protein                  |                | 24     | 20           | 24     | 20         | 24     | 20         | 24     | 20         | 24     | 20         | 24     | 20         | 24     | 20          | 24     | 20            | 19.2   | 20   |
| Carbohydrate             |                | 41     | 35           | 36     | 35         | 36     | 35         | 36     | 35         | 36     | 35         | 36     | 35         | 36     | 35          | 36     | 35            | 67.3   | 70   |
| Fat                      |                | 24     | 45           | 24     | 45         | 24     | 45         | 24     | 45         | 24     | 45         | 24     | 45         | 24     | 45          | 24     | 45            | 4.3    | 10   |
| Total                    |                |        | 100          |        | 100        |        | 100        |        | 100        |        | 100        |        | 100        |        | 100         |        | 100           |        | 100  |
| kcal/gm                  |                | 4.7    |              | 4.7    |            | 4.7    |            | 4.7    |            | 4.7    |            | 4.7    |            | 4.7    |             | 4.7    |               | 3.85   |      |
| Ingredient               |                | gm     | kcal         | gm     | kcal       | gm     | kcal       | gm     | kcal       | gm     | kcal       | gm     | kcal       | gm     | kcal        | gm     | kcal          | gm     | kcal |
| Casein, 80 Mesh          |                | 200    | 800          | 200    | 800        | 200    | 800        | 200    | 800        | 200    | 800        | 200    | 800        | 200    | 800         | 200    | 800           | 200    | 800  |
| L-Cystine                |                | 3      | 12           | 3      | 12         | 3      | 12         | 3      | 12         | 3      | 12         | 3      | 12         | 3      | 12          | 3      | 12            | 3      | 12   |
| Corn Starch              |                | 72.8   | 291          | 1.3    | 5          | 29.9   | 120        | 29.9   | 120        | 29.9   | 120        | 29.9   | 120        | 29.9   | 120         | 29.9   | 120           | 315    | 1260 |
| Maltodextrin 10          |                | 100    | 400          | 100    | 400        | 100    | 400        | 100    | 400        | 100    | 400        | 100    | 400        | 100    | 400         | 100    | 400           | 35     | 140  |
| Sucrose                  |                | 172.8  | 691          | 172.8  | 691        | 172.8  | 691        | 172.8  | 691        | 172.8  | 691        | 172.8  | 691        | 172.8  | 691         | 172.8  | 691           | 350    | 1400 |
| Cellulose*               |                | 50     | 0            | 7.1    | 0          | 7.1    | 0          | 7.1    | 0          | 7.1    | 0          | 7.1    | 0          | 7.1    | 0           | 7.1    | 0             | 50     | 0    |
| Beta glucan, 75% active  |                | 0      | 0            | 114.4  | 286        | 0      | 0          | 0      | 0          | 0      | 0          | 0      | 0          | 0      | 0           | 0      | 0             | 0      | 0    |
| Pectin                   |                | 0      | 0            | 0      | 0          | 85.8   | 172        | 0      | 0          | 0      | 0          | 0      | 0          | 0      | 0           | 0      | 0             | 0      | 0    |
| Inulin                   |                | 0      | 0            | 0      | 0          | 0      | 0          | 85.8   | 172        | 0      | 0          | 0      | 0          | 0      | 0           | 0      | 0             | 0      | 0    |
| Inulin ester A           |                | 0      | 0            | 0      | 0          | 0      | 0          | 0      | 0          | 85.8   | 172        | 0      | 0          | 0      | 0           | 0      | 0             | 0      | 0    |
| Inulin ester P           |                | 0      | 0            | 0      | 0          | 0      | 0          | 0      | 0          | 0      | 0          | 85.8   | 172        | 0      | 0           | 42.9   | 86            | 0      | 0    |
| Inulin ester B           |                | 0      | 0            | 0      | 0          | 0      | 0          | 0      | 0          | 0      | 0          | 0      | 0          | 85.8   | 172         | 42.9   | 86            | 0      | 0    |
| Soybean Oil              |                | 25     | 225          | 25     | 225        | 25     | 225        | 25     | 225        | 25     | 225        | 25     | 225        | 25     | 225         | 25     | 225           | 25     | 225  |
| Lard                     |                | 177.5  | 1598         | 177.5  | 1598       | 177.5  | 1598       | 177.5  | 1598       | 177.5  | 1598       | 177.5  | 1598       | 177.5  | 1598        | 177.5  | 1598          | 20     | 180  |
| Mineral Mix S10026       |                | 10     | 0            | 10     | 0          | 10     | 0          | 10     | 0          | 10     | 0          | 10     | 0          | 10     | 0           | 10     | 0             | 10     | 0    |
| DiCalcium Phosphate      |                | 13     | 0            | 13     | 0          | 13     | 0          | 13     | 0          | 13     | 0          | 13     | 0          | 13     | 0           | 13     | 0             | 13     | 0    |
| Calcium Carbonate        |                | 5.5    | 0            | 5.5    | 0          | 5.5    | 0          | 5.5    | 0          | 5.5    | 0          | 5.5    | 0          | 5.5    | 0           | 5.5    | 0             | 5.5    | 0    |
| Potassium Citrate, 1 H2O |                | 16.5   | 0            | 16.5   | 0          | 16.5   | 0          | 16.5   | 0          | 16.5   | 0          | 16.5   | 0          | 16.5   | 0           | 16.5   | 0             | 16.5   | 0    |
| Vitamin Mix V10001       |                | 10     | 40           | 10     | 40         | 10     | 40         | 10     | 40         | 10     | 40         | 10     | 40         | 10     | 40          | 10     | 40            | 10     | 40   |
| Choline Bitartrate       |                | 2      | 0            | 2      | 0          | 2      | 0          | 2      | 0          | 2      | 0          | 2      | 0          | 2      | 0           | 2      | 0             | 2      | 0    |
| FD&C Yellow Dye #5       |                | 0      | 0            | 0.05   | 0          | 0      | 0          | 0.025  | 0          | 0.025  | 0          | 0      | 0          | 0.04   | 0           | 0.04   | 0             | 0.05   | 0    |
| FD&C Red Dye #40         |                | 0.05   | 0            | 0      | 0          | 0      | 0          | 0.025  | 0          | 0      | 0          | 0.025  | 0          | 0      | 0           | 0.01   | 0             | 0      | 0    |
| FD&C Blue Dye #1         |                | 0      | 0            | 0      | 0          | 0.05   | 0          | 0      | 0          | 0.025  | 0          | 0.025  | 0          | 0.01   | 0           | 0      | 0             | 0      | 0    |
| Total                    |                | 858.15 | 4057         | 858.15 | 4057       | 858.15 | 4057       | 858.15 | 4057       | 858.15 | 4057       | 858.15 | 4057       | 858.15 | 4057        | 858.15 | 4057          | 1055.5 | 4057 |

\*<http://www.ifcfiber.com/sellSheets/sfood.php>

## Supplementary File S2

### Materials and Methods

#### Animals and dietary intervention

The animal studies were licensed under the Animal (Scientific Procedures) Act of 1986 and in accordance with the European Directive on the Protection of Animals used for Scientific Purposes 2010/63/E following ARRIVE guidelines and received approval from the Rowett Institute's Ethical Review Committee. Male C57BL/6 mice, 12 weeks of age and 24-25 g in weight (Harlan, Bicester, UK), were acclimatised for 1 week to single housing on grid floors. Mice were randomly assigned to one of nine dietary groups (n=12) and fed, either: **1.** HFD (high fat diet) (45% of energy from fat) (D12451) **2.** LFD (low fat diet) (10% fat by energy) (D12450B), or the HFD where 10% of the carbohydrate by weight (5% corn starch, 5% cellulose) was replaced by the following dietary fibers: **3.** beta glucan (HFD+bglucan) (Glucagel, DKSH, Milan Italy) **4.** pectin (HFD+pectin) (Sigma-Aldrich, Gillingham, UK) **5.** inulin (Beneo Orafiti® HP, DKSH, London UK) **6.** inulin acetate ester (HFD+inul A) **7.** inulin propionate ester (HFD+inul P) **8.** inulin butyrate ester (HFD+inul B) **9.** 5% each of inulin propionate and inulin butyrate ester (HFD+inul PB) (details of diets are provided in Supplementary File S1). Inulin SCFA esters were produced as previously described (Polyviou *et al.*, 2016; Chambers *et al.*, 2015) and incorporated into the animal diets at manufacture. All diets were manufactured by Research Diets, NJ, US (<http://www.researchdiets.com/opensource-diets/stock-diets/dio-series-diets>). During the diet intervention food intake was measured 3 times a week and body weight and body composition was measured weekly by MRI (EchoMRI, Houston, TX, USA).

After 8 weeks animals (n = 12 per group) were killed under terminal anaesthesia and exsanguination either via the hepatic portal vein (n = 4 - 8) or cardiac puncture (n = 4 - 8). Plasma was stored at -80°C. Cecal contents were weighed and genomic DNA extracted for estimation of total bacterial abundance and Illumina sequencing (detailed below) Cecum and liver were weighed, frozen and stored at -80°C prior to extraction of total RNA for gene expression analysis (detailed below).

#### Cecal bacterial analysis

Genomic DNA (gDNA) was extracted from the cecum contents using the FastDNA® SPIN Kit for Soil (MP Biomedicals, Illkirch, France) according to manufacturer's instructions. The DNA concentration was determined using a Qubit® dsDNA BR Assay Kit on a Qubit™ 3.0 Fluorimeter (Thermo Fisher Scientific, Renfrew, UK). The total bacterial abundance was estimated by quantitative PCR using universal primers UniF and UniR against the 16S rRNA gene as described before (Vollmer *et al.*, 2017). The data were expressed as log universal 16S rRNA gene copies per total cecum content. The extracted gDNA (1 µl) was used as a template for sequencing using a 2 step protocol for the V3-V4 region of bacterial 16S rRNA genes using the barcoded fusion primers MiSeq- V3/V4 F (5'- TCG TCG GCA GCG TCA GAT GTG TAT AAG AGA CAG CCT ACG GGN GGC WGC AG -3') and MiSeq-V3/V4 R (5'- GTC TCG TGG GCT CGG AGA TGT GTA TAA GAG ACA GGA CTA CHV GGG TAT CTA ATC C -3'). PCR was performed with Kapa HiFi HotStart Ready Mix (Kapa Biosystems, Inc., Wilmington, MA, USA) DNA polymerase and a per-reaction mix of DNA template (1 µl), 0.2 µM primer (Forward and Reverse), 2X Kapa HiFi HotStart Ready Mix (12.5 µl) and molecular biology grade water to a final volume of 25 µl. Amplification of the V3-V4 region was performed with 20 cycles of PCR and following PCR five reactions per sample were pooled and purified using AMPure XP (Beckman Coulter, Brea, CA, USA) with an AMPure XP to sample ratio of 0.8X prior to indexing. The dual index and sequencing adapters were added

with 8 cycles of PCR and the index PCR was performed with Nextera XT v2 Indices (Illumina, San Diego, CA, USA) with a per-reaction mix of AMPure XP purified PCR template (5 µl), Nextera XT v2 indices i7 and i5 (5 µl each), 2X Kapa HiFi HotStart Ready Mix (25 µl), and molecular biology grade water to a final volume of 50 µl. Following the index PCR the reactions were purified using AMPure XP with an AMPure XP to sample ratio of 1.12X. All samples were quantified on the Qubit Fluorometer 2.0 (Thermo Fisher Scientific, Waltham, MA, USA), quality checked on the Agilent 2200 TapeStation (Agilent Technologies, Inc., Santa Clara, CA, USA), and equimolar pooled. Diluted libraries were sequenced on the Illumina MiSeq using a v3 flow cell with 2x300 bp paired end reads. Sequencing data generated during this study are available in the SRA database under SRA accession SRP117745 and is accessible at <http://www.ncbi.nlm.nih.gov/sra/SRP117745>.

The data obtained from the Illumina sequencing was analysed using the mothur (v. 1.39.0) software platform (Schloss *et al.*, 2009), largely following the MiSeq SOP (Kozich *et al.*, 2013) using the University of Aberdeen HPC cluster (Maxwell). In brief, forward and reverse Illumina reads were assembled into paired read contigs. Contigs < 330 bp, > 570 bp, containing ambiguous bases, or homopolymeric stretches of longer than 7 bases, were removed. Sequences that passed this QC step were then aligned against the reference SILVA SEED alignment provided at the mothur website ([https://www.mothur.org/wiki/Silva\\_reference\\_files#Release\\_123](https://www.mothur.org/wiki/Silva_reference_files#Release_123)), and then preclustered allowing up to 4 different bases between reads. Chimera checking resulted in the removal of some genuine and highly abundant OTUs (as assessed by analysis using the BLAST algorithm (Altschul *et al.*, 1990). Therefore no chimera checking step was performed for the final analysis. Instead, sequences with 10 sequences or less were removed. Sequences were classified against version 10 of the RDP reference database (Cole *et al.*, 2014) and all sequences classified as either “Unknown”, “Eukaryota”, “Chloroplast” or “Mitochondria”, were also removed prior to OTU clustering using the OptiClust algorithm (Westcott & Schloss, 2017) in mothur. All samples were then sub-sampled to 12,062 sequences to ensure equal sequencing depth for subsequent comparisons. Good’s coverage estimates at this sequence depth ranged from 99.1 to 99.8%. The final dataset contained a total of 1,302,697 sequences, which were clustered into 1314 OTUs (Supplementary File S3). The Shannon Diversity and inverse Simpson indices were calculated to determine the effects of the different diets on bacterial diversity in each sample. Diversity data were plotted using BoxPLOT (Spitzer *et al.*, 2014). Community structures were compared between different diet groups using the Bray-Curtis calculator and significance tested using the Parsimony and AMOVA commands in mothur (Schloss *et al.*, 2009). Metastats (White *et al.*, 2009) and LEfSE (Segata *et al.*, 2011) were used in mothur to test for significant differences overall in microbiota composition at the OTU, genus, family and phylum levels between the combined fibre-added and HFD/LFD groups. The Benjamini-Hochberg method was used to account for multiple comparisons when using Metastats (Benjamini and Hochberg, 1995). LEfSe analysis (Segata *et al.*, 2011) was also conducted in mothur to assess whether or not specific bacterial taxa were associated with the different diets. Cluster dendrograms were created using the tree.shared command in mothur with the Bray-Curtis calculator, and visualized using iTOL (Letunic and Bork, 2016).

### **Whole Genome Microarray Analysis**

RNA was extracted from 20 mg liver and cecum (n = 6) using an RNeasy Mini Kit (Qiagen, Crawley, UK) incorporating DNase digestion, followed by quantification using a NanoDrop Spectrophotometer (NanoDrop Technologies). Quality was assessed using an Agilent

Bioanalyser (Agilent Technologies). Total RNA extracted from liver and cecum was microarrayed with SurePrint G3 Mouse GE 8x60K Microarray G4852A (Agilent Technologies, UK) using the manufacturer's protocol. The microarrays contained 60-mer probes with 39,430 Entrez gene RNAs and 16,251 lincRNAs represented. Cy3 labelled cRNA was hybridized to each array rotating at 65°C for 17 h. After washing, the arrays were scanned using a SureScan High Resolution Scanner (Agilent Technologies). The statistical programming language R (v3.0.2) was used to analyse the raw expression data. Gene expression values were analysed on log<sub>2</sub> scale. A cyclic loess normalisation was used to normalise the one-channel data across arrays (Bolstad *et al.*, 2003). Values of spots that were represented by identical oligos were averaged across duplicates. The quality control reports from the Agilent system and explorative statistical analysis (principal component analysis, hierarchical clustering) were used to check for data quality and one array from the cecum HFD+inulin propionate/butyrate ester group was eliminated as it appeared a clear outlier in the explorative statistics and the Agilent output showed large areas of smear on the slide. Technical issues led to elimination of one of the cecum LFD mouse samples from the microarray analysis. Principal Component Analysis (PCA) was performed on the resulting data using SIMCA-P+ 12.0 software (MKS Instruments UK Ltd, Cheshire). The Linear Models for Microarray Data (LIMMA) package was used to detect the significant expression changes in probe sets in comparison with the HFD mice (Ritchie *et al.*, 2015). Log<sub>2</sub> ratios of treatment effects were back transformed to obtain expression relative to the mice fed a HFD. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar *et al.*, 2002) and are accessible through GEO Series accession number GSE106375 ([www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106375](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106375)).

Gene Ontology (GO) term analysis and network construction were performed on differentially expressed probe sets (see section above) filtered to extract all the known genes that met the criteria of  $\geq 1.5$  fold change at  $p < 0.01$ . Gene list comparisons were then assessed using Venny (Oliveros). Functional enrichment analysis and network construction was conducted using Cytoscape v3.4 and the CluGO plug-in (Shannon *et al.*, 2003, Bindea *et al.*, 2009).

### **Confirmation of microarray identified gene changes using custom designed RT Profiler PCR arrays**

Genes showing altered responses to HFD+inulin or HFD+inulin propionate and butyrate esters in cecum were identified from microarray analysis and validated using a custom designed RT Profiler PCR Array (Qiagen). Cecal tissue (50 mg) from the experimental mice was provided to QIAGEN for total RNA extraction (n=6). RT Profiler PCR Array provided a means of simultaneously comparing expression of the selected gene targets in response to all of the dietary interventions. Genomic DNA (GDC), positive PCR (PPC) and reverse transcription (RTC) controls were incorporated for each extracted sample of total RNA. *UBE2D2* was included in the RT Profiler PCR Array analysis for normalisation as the current microarray analysis (cecum) and previous studies indicated stable expression of *UBE2D2* in mouse colon (Drew *et al.*, 2016) tissues. The custom designed RT Profiler PCR Array contained primer sets in duplicate for each gene target, optimised for SYBR green real-time RT-PCR detection using a 384-well plate format. The raw threshold data cycle number ( $C_t$ ) generated by PCR was delivered by Qiagen and used to calculate transcript levels relative to each of the reference genes, *UBE2D2* ( $\Delta C_t$ ). Subsequent fold expression changes between experimental groups relative to *UBE2D2* were calculated from the  $\Delta\Delta C_t$  values.

### Real-time PCR

Complementary cDNA templates for real-time PCR assays were prepared from Superscript II (Invitrogen) reverse transcribed total RNA (2ug) (n = 6). Taqman real-time PCR assays were performed using VIC and FAM reporter dyes. All reactions were carried out using 1x dilution of Taqman Fast Universal PCR 2x mastermix No AmpErase® Ung (Applied Biosystems, UK) according to the manufacturer's instructions. Taqman primer assays for *CNR1* (Mm00432621\_s1 FAM-labelled), *Enho* (Mm01223541\_m1 FAM-labelled), *SAA1* (Mm00656927\_g1), *SAA1* (Mm04208126\_mH) and *UBE2D2* (Mm00785931\_s1 VIC-labelled), were supplied by Applied Biosystems. Duplicate samples were PCR assayed using the ABI-7500Fast (Applied Biosystems, UK), with a FAM-labelled target gene and VIC-labelled reference gene (*UBE2D2*, Mm00785931\_s1). A two-step cycling programme of 95°C 20 seconds, then 40 cycles of 95°C for 3 sec and 60°C for 30 sec was used. The threshold cycle number ( $C_t$ ) was measured using the ABI7500Fast associated software (Applied Biosystems, UK). Transcript levels relative to the reference gene, *UBE2D2*, were calculated ( $\Delta C_t$ ). Fold expression changes between experimental groups relative to *UBE2D2* were calculated from the  $\Delta\Delta C_t$  values.

### Liver Adropin (Enho)

Liver soluble protein homogenates were prepared by bead-grinding 20 mg tissue using a PreCellys 24 machine (Bertin Technologies, UK) with 400 µl of phosphate buffer (pH7.4). Homogenates were centrifuged at 5000 x g and aliquots of supernatants stored at -70°C until analysis. An enzyme-linked immunosorbent assay (ELISA) kit (Cusabio USA) was used to determine changes in adropin protein concentrations in accordance with manufacturer's instructions. Adropin concentrations were standardised as mg total soluble protein content per mg liver tissue.

### References

1. Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ. Basic local alignment search tool. *J Mol Biol* 1990; 215: 403-410.
2. Benjamini Y, Hochberg Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *J Royal Stat Soc Series B* 1995; 57: 289-300.
3. Bindea G, Mlecnik B, Hackl H, Charoentong P, Tosolini M, Kirilovsky A, *et al.*. ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. *Bioinformatics* 2009; 25: 1091-3.
4. Bolstad BM, Irizarry RA, Astrand M, Speed TPA. Comparison of normalization methods for high density oligonucleotide array data based on bias and variance. *Bioinformatics* 2003; 19: 185-193.
5. Cole JR, Wang Q, Fish JA, Chai B, McGarrell DM, Sun Y, *et al.* (2014) Ribosomal Database Project: Data and tools for high throughput rRNA analysis. *Nucl Acids Res* 42: D633-D642.
6. Drew JE, Farquharson AJ, Horgan GW, Williams LM. Regulation of sirtuin and nicotinamide adenine dinucleotide biosynthetic pathways in high-fat fed C57Bl/6 mice. *J Nutr Biochem* 2016; 37: 20-29.
7. Edgar R, Domrachev M, Lash AE. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucl Acids Res* 2002; 30:207-210.

8. Kozich J, Westcott SL, Baxter NT, Highlander SK, Schloss PD Development of a dual-index sequencing strategy and curation pipeline for analysing amplicon sequence data on the miseq illumina sequencing platform. *Appl Environ Microbiol* 2013; 79: 5112–5120.
9. Letunic I, Bork P. Interactive tree of life (iTOL) v3: an online tool for the display and annotation of phylogenetic and other trees. *Nucleic Acids Res* 2016; 44: W242-245.
10. Oliveros JC. (2007-2015) Venny. *An interactive tool for comparing lists with Venn's diagrams*. <http://bioinfogp.cnb.csic.es/tools/venny/index.html>
11. Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W *et al.*. Limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucl Acids Res* 2015; 43: e47.
12. Schloss PD, Westcott SL, Ryabin T, Hall JR, Hartmann M, Hollister EB, *et al.*. Introducing mothur: open-source, platform-independent, community supported software for describing and comparing microbial communities. *Appl Environ Microbiol* 2009; 75: 7537–7541.
13. Segata N, Izard J, Waldron L, Gevers D, Mirpolsky L, Garrett WS, *et al.*. Metagenomic biomarker discovery and explanation. *Genome Biol* 2011; 12: R60.
14. Shah C, Hari-Dass R, Raynes JG. Serum amyloid A is an innate immune opsonin for Gram-negative bacteria. *Blood* 2006; 108: 1751-1757.
15. Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, *et al.* Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res*. 2003; 13:2498-504.
16. Spitzer M, Wildenheim J, Rappsilber J, Tyers M. BoxPlotR: a web tool for generation of boxplots. *Nat Methods* 2014; 11: 121–122.
17. Vollmer M, Schröter D, Esder S, Farquharson FM, Neugart S, Duncan S, *et al.* Chlorogenic acid versus amaranth's caffeoylisocitric acid - Gut microbial degradation of caffeic acid derivatives *Food Res Int* 2017; 100:375– 384.
18. Westcott SL, Schloss PD. OptiClust, an improved method for assigning amplicon-based sequence data to operational taxonomic units. *mSphere* 2017; 2: e00073-17.
19. White, J.R., Nagarajan, N., and Pop, M. (2009) Statistical methods for detecting differentially abundant features in clinical metagenomic samples. *PLoS Comput Biol* 5: e1000352.

## Supplementary File S3

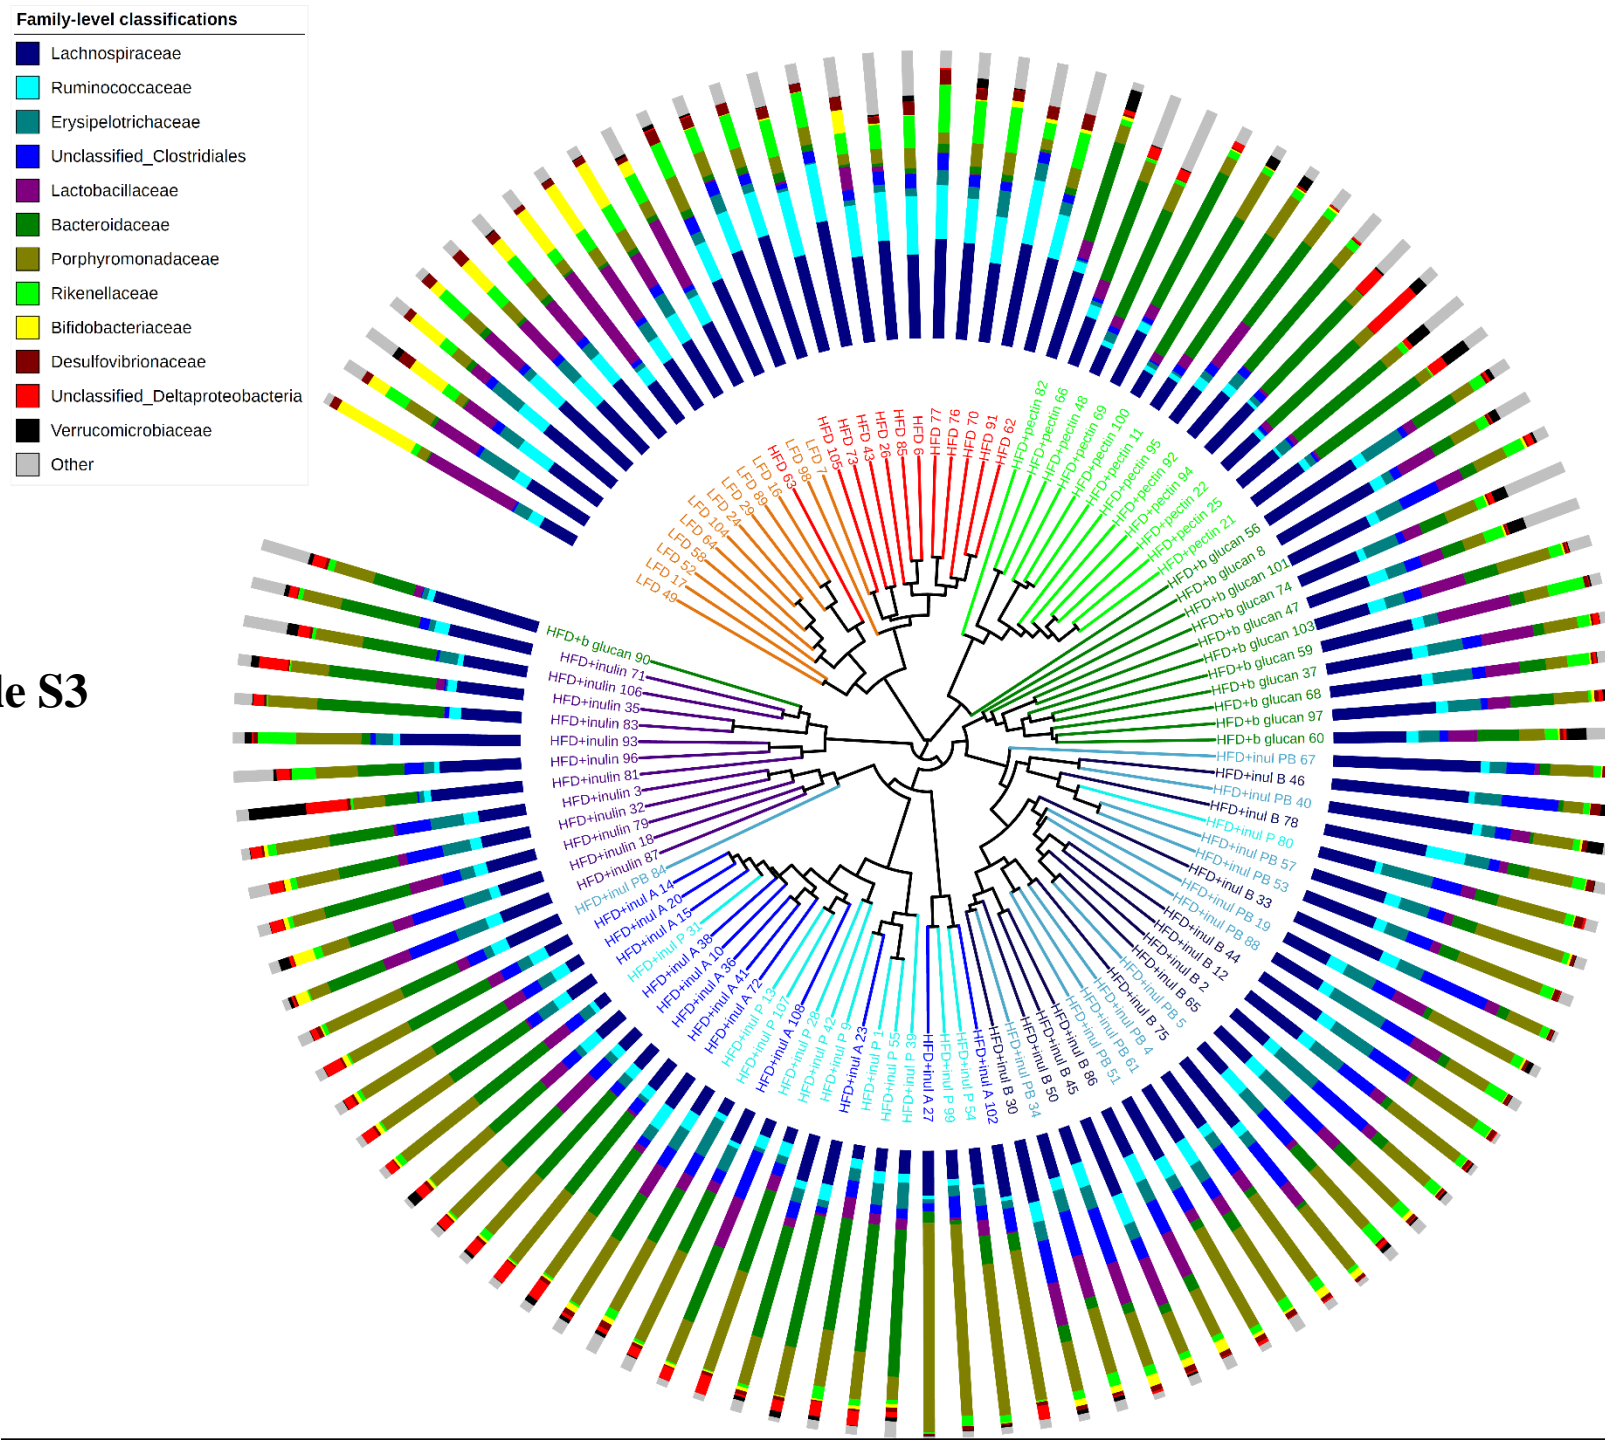

Supplementary File S5 Figure S1Supplementary File S6 Figure S2

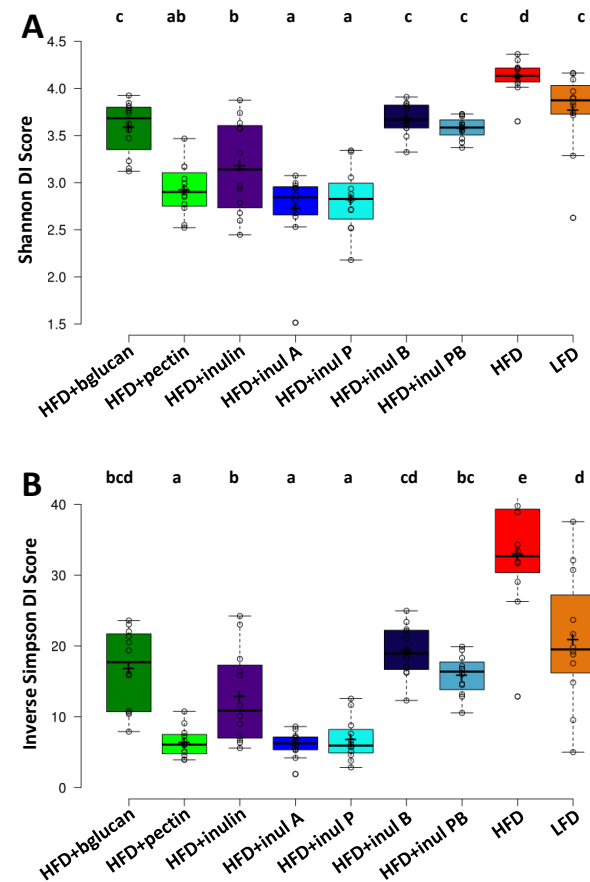

Supplementary File S6 Figure S2

[A]

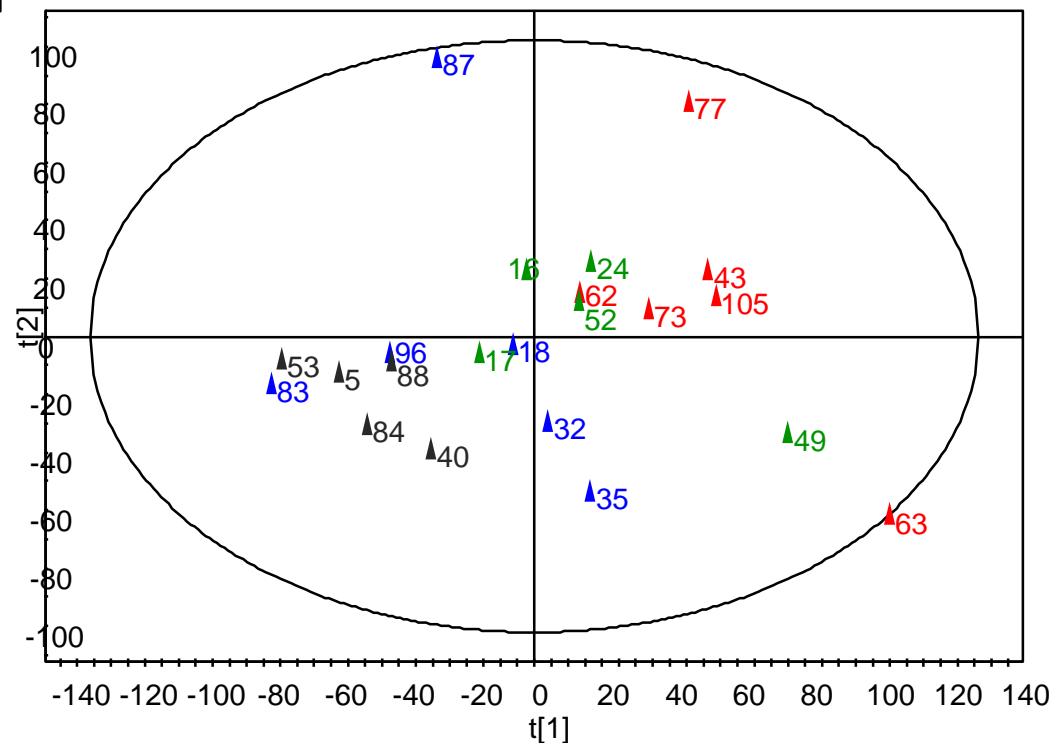

[B]

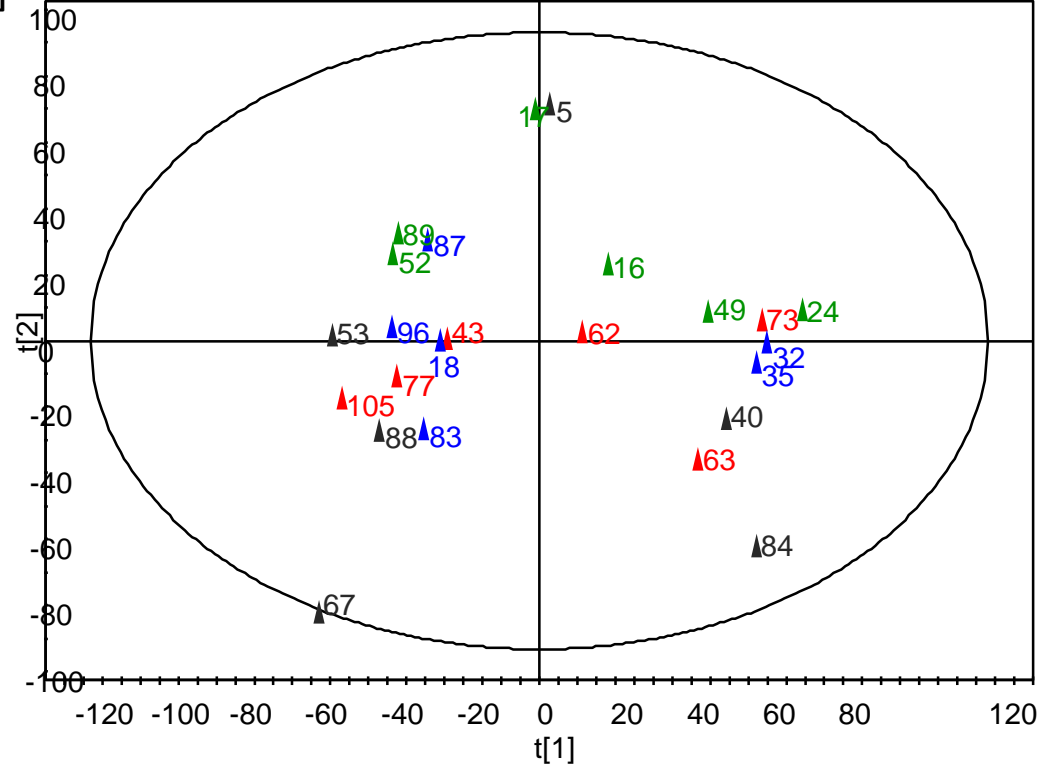

[C]

| Tissue         | HFD+inulin | HFD+inul PB | LFD |
|----------------|------------|-------------|-----|
| Cecum          | 741        | 1614        | 151 |
| Up-regulated   | 364        | 911         | 69  |
| Down-regulated | 377        | 703         | 82  |
| Liver          | 68         | 53          | 196 |
| Up-regulated   | 30         | 30          | 107 |
| Down-regulated | 38         | 23          | 89  |

[D]

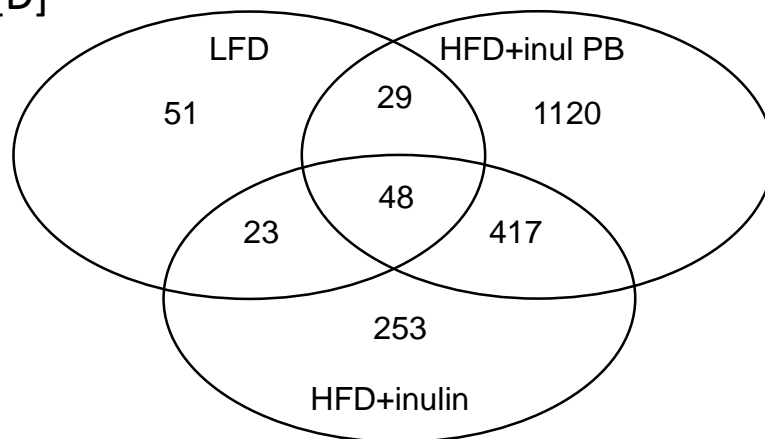

[E]

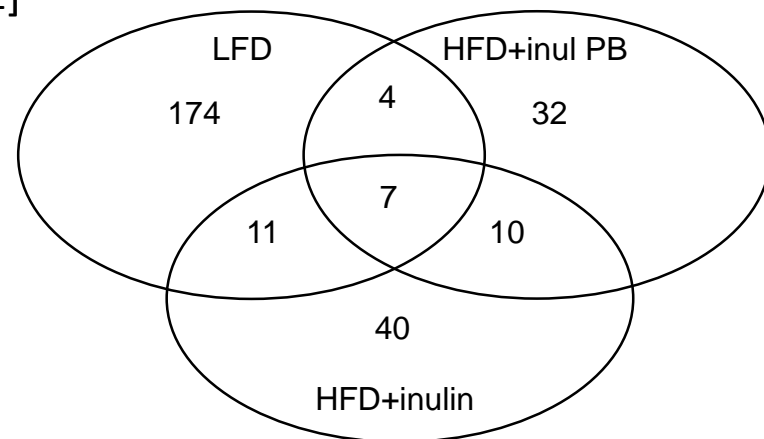

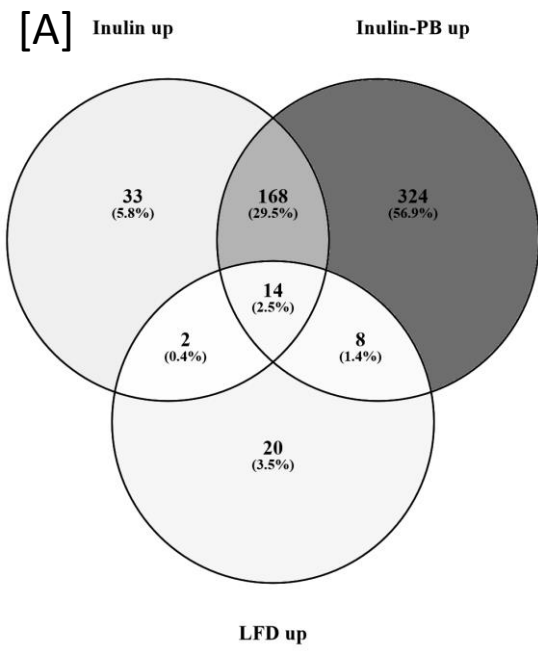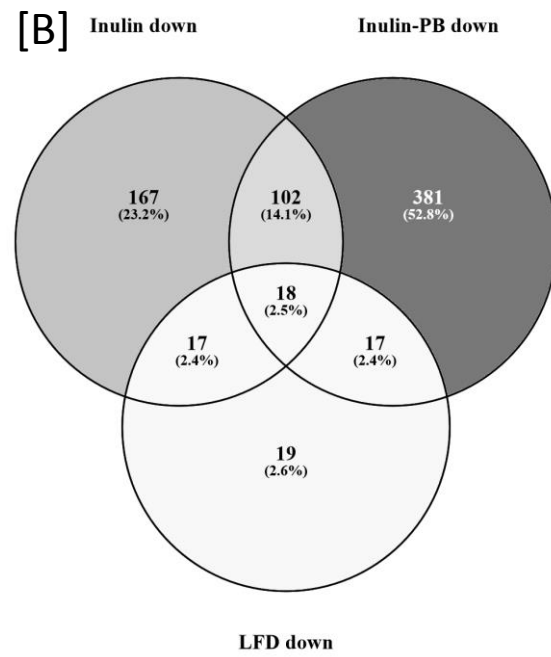

**Supplementary File S7 Figure S3**

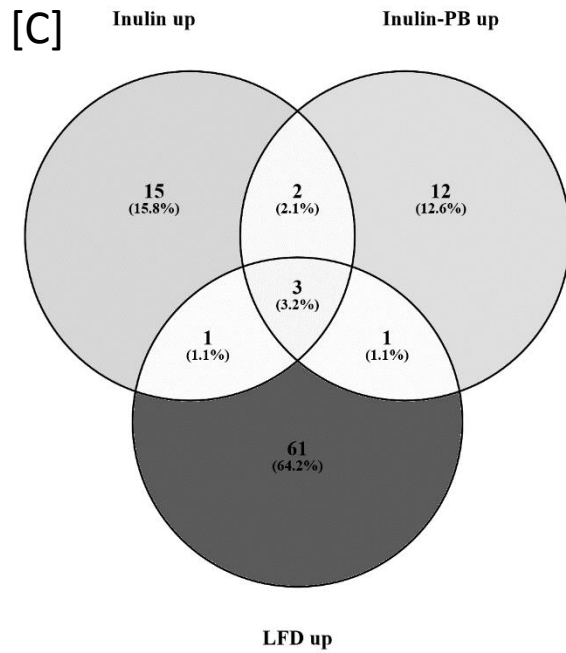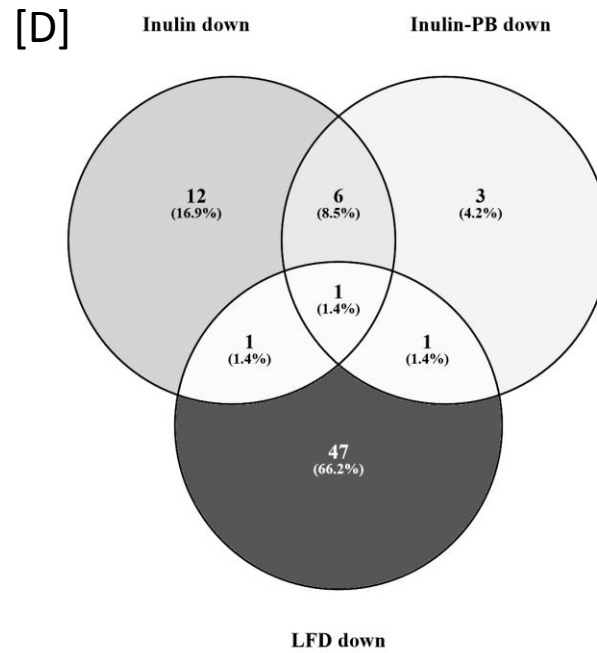

**Supplementary File S8 Table S3**

Genes showing common transcriptional responses to HFD+inulin and HFD+inul PB compared to HFD or LFD

| <b>Cecum</b>          |                     | <b>Liver</b>          |                     |
|-----------------------|---------------------|-----------------------|---------------------|
| <b>Down regulated</b> | <b>Up regulated</b> | <b>Down regulated</b> | <b>Up regulated</b> |
| Abcc6                 | Aagab               | Cyp21a1               | Cox7a1              |
| Acsm3                 | Acss1               | Itgax                 | Enho                |
| Adam18                | Adora2b             | Lcn2                  |                     |
| Agr2                  | Ahnak               | Rarres1               |                     |
| Amph                  | Ak4                 | Saa1                  |                     |
| Anxa5                 | Akap13              | Saa2                  |                     |
| Atp2c2                | Akr1c14             |                       |                     |
| B3galt5               | Aldh4a1             |                       |                     |
| Bcas1                 | Ano9                |                       |                     |
| Bex2                  | Arrdc4              |                       |                     |
| C2cd4b                | Asb4                |                       |                     |
| Capn9                 | Atg16l2             |                       |                     |
| Ccl9                  | Bmp2                |                       |                     |
| Ces1b                 | Cadm4               |                       |                     |
| Chst4                 | Camk2n1             |                       |                     |
| Cldn4                 | Car4                |                       |                     |
| Cldn5                 | Carhsp1             |                       |                     |
| Creb3l3               | Casp3               |                       |                     |
| Creb3l4               | Casr                |                       |                     |
| Cyp2c67               | Ccdc116             |                       |                     |
| Cyp2c68               | Ccrn4l              |                       |                     |
| Cyp4f14               | Cd84                |                       |                     |
| Cyp7b1                | Cdc14a              |                       |                     |
| Dmp1                  | Ces1f               |                       |                     |
| Doc2b                 | Clec2e              |                       |                     |
| Dusp26                | Cpeb4               |                       |                     |
| Edil3                 | Cspg5               |                       |                     |
| Fabp7                 | Cxadr               |                       |                     |
| Fer1l4                | Cyp2d10             |                       |                     |
| Fgf7                  | Cyp2d11             |                       |                     |
| Fut4                  | Cyp2d12             |                       |                     |
| Gem                   | Cyp2d34             |                       |                     |
| Gfra3                 | Cyp2d9              |                       |                     |
| Gjb4                  | Daglb               |                       |                     |
| Gnl3                  | Dio1                |                       |                     |
| Gprin1                | Dsg3                |                       |                     |
| Gsta2                 | Duoxa2              |                       |                     |
| Gsta3                 | Emc9                |                       |                     |
| Gsta4                 | Emp2                |                       |                     |
| Hsd17b14              | Evpl                |                       |                     |
| Id4                   | Exd1                |                       |                     |
| Il1rl1                | Fads3               |                       |                     |
| Il7r                  | Fam3c               |                       |                     |
| Inmt                  | Fam82b              |                       |                     |
| Insig1                | Fbxo10              |                       |                     |

Speer4d  
Speer5-ps1  
St3gal5  
Stard5  
Tat  
Tex19.1  
Tgoln2  
Tm4sf20  
Tmc1  
Tmc5  
Tmem189  
Tmem220  
Tmem35  
Tmprss12  
Tmprss4  
Tnfrsf11a  
Tnfrsf21  
Tnni1  
Ttc39c  
Tubb2a  
Ypel3  
Zfand5  
Zfp820

How the deposited data were processed for this re-analysis (not part of the article)

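The samples were cecum and liver of mice fed HFD, HFD + inulin, HFD + inul PB or LFD, 46 arrays in all, 22 of cecum and 24 of liver. Samples were assigned to tissue, diet and replicate number from the sample labels, checked against the paper and its supplement, and no array was left out. The labels do not say which cecum and liver arrays come from the same mouse, so the tissues were treated as unpaired.

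The authors deposited for each array the output of the Agilent Feature Extraction software, which lists the intensity of each spot on a linear scale. The processed signal among these columns has the local background subtracted and spatial trends removed, and low values replaced by a small positive surrogate; no normalisation between arrays has been applied to it. The median spot signal and the median local background are given as raw intensity beside it. The authors also deposited a table of processed values of the same arrays on a log2 scale, which their supplement describes as normalised by cyclic loess in R and averaged over spots with identical probes. How the background was treated in that table is not stated in the supplement; the values of an array correlated with r between 0.998 and 1 with the log2 of its median spot signal, and between 0.973 and 0.986 with the log2 of its processed signal. No sample columns of the deposited table were left unused.

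From the scanner files, control spots and spots that the software marks as outliers were left out, and saturated spots were kept. The log2 of the processed signal was normalised by cyclic loess, each array against the mean of the arrays of its tissue, with a span of 0.7, and spots of one probe were averaged. LIMMA (limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading) fitted all diets of a tissue in one linear model with empirical Bayes moderation. Comparisons were each diet against HFD, HFD + inul PB against HFD + inulin, and the mean of the fiber diets against LFD. Changed probe IDs had a fold difference over 1.5 and an unadjusted P under 0.01; adjusted P are Benjamini-Hochberg values from limma over all 55681 probes, and calls after adjustment used 0.05. For single genes two-sided exact permutation tests of the difference in means were added; with 6 arrays against 6 or 6 against 5, 0.00216 is the smallest P such a test can give. The tissue difference in the response of Saa1, Saa2 and Enho came from one model of all 46 arrays, normalised together.

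Principal components were taken of centred probes without scaling. The separation of diets was tested by permuting diet labels, exactly for pairs of diets and with 99999 resamples for all 4, on Euclidean distances. Because both fiber diets share the HFD arrays, correlations and overlaps were set beside those of 100 permutations of the residual arrays in which no diet has an effect. Lists of marker genes (goblet cell, absorptive colonocyte, enteroendocrine cell, epithelial stem and proliferation, smooth muscle, adipocyte, B and plasma cell and cholesterol synthesis in cecum; cholesterol synthesis, acute phase, macrophage and lipogenesis in liver) were tested with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the 36 tests of each kind. Of these, 23 passed with the preset correlation, 6 with the estimated one and 10 under fry. Counts of single list genes past a threshold take either direction.

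Gene names came from matching the probes' transcript accessions to a RefSeq gene table of mouse assembly GRCm38.p6, which was used for names only, since the arrays were designed on another build. Of 55681 probes, 27509 matched a symbol, and 16194 name a genomic region of a long non-coding RNA. No genome position is given. The genes named in the text were set by a rule: every gene that the paper names as measured on the arrays or by PCR, and in each tissue the 5 known genes with the largest rise and the 5 with the largest fall among those called on both fiber diets and beyond every HFD array on every fiber array. Only 1 liver gene met the second part. Not every gene of the common liver set is reported here. Where a gene that the paper names has several probes, the one with the highest mean signal in the tissue is given. For the largest rises and falls it is the probe with the largest mean change on the fiber diets among those that met the rule. Those changes are therefore picked for size. Other probes are mentioned where they disagree in direction or call. Muc16 had no probe with a matching name and is not analysed here. Ube2d2, the reference gene of the paper's PCR, is listed as Ube2d2a. A probe that was not well above background on any array of a group is given a bound only.

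The comparisons, the rule for named genes and the following alternatives were set before the data were examined: scaling to the 75th percentile of each array, quantile normalisation, cyclic loess over all pairs of arrays or over both tissues together, normexp background correction with an offset of 50, no background correction, the authors' processed values, outlier spots kept, only probes well above background on every array of at least 1 diet, slide as a block, replicate number as a block, slide with row and column as blocks for HFD + inulin, only the 2 diets compared, a trended and robust variance prior, only the brightest probe of a gene, unit variance for the principal components, and each array left out in turn. The alternatives on background had been planned on the mean spot signal, and the median spot signal was used because it is the one listed in the scanner files. The scan day as a block and normalisation within each tissue for the tissue difference were chosen after seeing the data.

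The model and thresholds were tested on data simulated from the mean and SD of each probe on the real arrays, with 200 probes changed by 1 on the log2 scale. The noise was drawn independently for each probe, with no effect shared by an array or slide. The rates that follow therefore need not hold on the real arrays. In cecum, 163 of the 200 were recovered for HFD + inulin (81.5%) with 301 false calls among 55381 probes, and 113 after adjustment. For HFD + inul PB, 165 were recovered. In liver, 115 and 109 were recovered after adjustment for HFD + inulin and HFD + inul PB, with 285 and 304 false calls at the unadjusted criteria. Depending on tissue and diet, a median of 48.5% to 54.2% of the spots of an array was well above background; the number of arrays per diet and the dim signal of the remaining spots limit the precision. Gene ontology enrichment, PCR, bacterial sequences and plasma or tissue proteins were not analysed here.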

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

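In this part, the 3 tests on cecum HFD replicate 5, the test of a wrong label on cecum LFD replicate 4, the test of fat tissue on single arrays, the tests of slide position for HFD + inulin and HFD + inul PB and the normalisation within each tissue for Saa1 and Saa2 were chosen only after the result was seen. For each diet of a tissue, the array farthest from the others was compared with the range of its group (Dixon's criterion), for the array quality measures and the named genes. Chance sets an array apart in about 1 in 20 groups, and in 5% of simulated groups. Here it was 16 of 172 groups (9.3%), and several of these come from the same array, so they are not independent.

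Cecum HFD replicate 5 stood apart in 6 genes. Its log2 signal was 15.93 for Muc2, where the other HFD arrays had 14.49 to 14.96, 17.73 for Tff3 (others 16.83 to 17.1), 11.43 for Slc5a8 (9.58 to 10.1), 12.4 for Muc4 (13.2 to 13.58), 12.7 for Slc26a3 (14.03 to 14.55) and 5.0 for Cyp4f15 (6.91 to 7.84). A poorer array cannot be told apart from a different sample, since 2 measures of its quality point apart: 52.82% of its spots were well above background, inside the range of 49.81% to 55.88% on HFD, but the 75th percentile of its log2 signal was 8.889, below the other HFD arrays (9.198 to 9.494), as it was on 3 fiber arrays. A different share of epithelial cell types in the tissue piece is a candidate explanation: the mean of the goblet cell list less that of the absorptive colonocyte list was 0.23 above the highest of the other 21 cecum arrays, with list means of 13.58 (other HFD arrays 13.37 to 13.5) and 13.92 (14.07 to 14.29). Muc2, Tff3 and Slc26a3 are on these lists, so the test is not independent of the genes that drew attention to the array, and Slc5a8, an absorptive gene, was higher and not lower. An array of a fiber diet under a wrong label is argued against: over the probes changed in the same direction on both fiber diets in a fit without this array, its score was 0.17 on a scale from the HFD mean (0) to the fiber mean (1), where the other HFD arrays scored 0.19 to 0.39 and the fiber arrays 0.49 to 1.17. By its distance to the diet means it lay nearest to LFD (0.689, against 0.746 to the other HFD arrays and 0.725 to HFD + inulin), but 10 of the other 21 arrays also lay nearer to another diet than to their own, so this distance does not decide, and a wrong label between HFD and LFD was not tested further. No biological explanation was tested, since the design holds no factor that sets this mouse apart. Without this array Muc4 (0.71), Tff3 (-0.23) and Cldn5 (-1.03) on HFD + inulin and Saa1 (1.08) on HFD + inul PB no longer had a limma P under 0.01. The changes in Muc2 on the fiber diets were then -0.73 and -1.08, in place of -0.93 and -1.28. Slc5a8 on LFD was 0.52 (limma P of 0.00916), Muc2 (0.05), Ffar2 (0.04) and Ube2d2a (-0.009) on LFD changed sign, and the adjusted count for the fiber diets against LFD was 927 in place of 624.

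Cecum LFD replicate 4 had a Cfd signal of 3.36, where the other LFD arrays had 14.38 to 15.86, a Muc4 signal of 14.68 (13.2 to 13.56) and a Cldn5 signal of 8.59 (9.49 to 9.82). Little fat tissue on this piece of gut is a candidate explanation for Cfd: over the 22 cecum arrays the deviation of Cfd from its diet mean followed that of 19 other adipocyte genes (r of 0.913, Spearman rho of 0.916, permutation P = 0.00001 for each, also after adjustment over a family of 3 and the smallest that 100000 resamples can give). It was 0.87 without the 2 arrays farthest from the median and 0.802, 0.909 and 0.952 within the 3 slides. The mean of those genes was 7.72 on this array and 10.2 to 11.41 on the other LFD arrays. An array of a fiber diet under a wrong label is a candidate explanation for the array as a whole. Its score over the probes changed on both fiber diets was 0.72, inside the range of the fiber arrays (0.49 to 1.17) and above the other LFD arrays (0.13 to 0.37). No fiber array scored within the range of the other LFD arrays, which argues against a swap with one of them and leaves a single wrong label open. An LFD mouse with expression close to that on fiber was not tested and remains open too, so values of LFD in cecum carry this doubt. Without it Cfd on LFD changed by 1.02 in place of -1.29, and Cfd on HFD + inul PB (-5.89) had a limma P of 0.00566. Tff3 on HFD + inulin (-0.36) then no longer had a limma P under 0.01, and Ffar2 (0.006), Dmp1 (0.08), Prss12 (0.14) and Sema7a (0.04) on LFD changed sign. The counts on LFD were 242 changed probe IDs in place of 356 and 2 adjusted ones in place of 0 (limma, 2919 at unadjusted P under 0.05 with all arrays).

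The software left out 372 spots on cecum HFD replicate 2 (others 136 to 192) and 314 on cecum HFD + inulin replicate 4 (others 119 to 187), of 59305. Keeping these spots changed none of the results it was run on, with 1372 changed probe IDs on HFD + inulin in cecum against 1375. Why more spots were left out on these arrays was not tested. In liver Enho was 13.38 on LFD replicate 4 (others 12.09 to 12.54), Cox7a1 11.43 on HFD + inul PB replicate 4 (9.69 to 10.23) and Cyp21a1 10.33 on LFD replicate 1 (9.71 to 9.87). The Cox7a1 rise on HFD + inul PB was 0.52 without replicate 4 (limma P of 0.0143). Cnr1 in liver was 6.89 on HFD replicate 3 (others 3.0 to 3.43) and 7.06 on HFD + inulin replicate 1 (2.96 to 3.08). It was well above background on 1 of 6 arrays in each of these diets, so the other arrays give no level, and its change on HFD + inulin was 0.58 without the first array and -0.72 without the second. Neither technical nor biological explanations were tested for these liver arrays.

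Saa1 and Saa2 responded differently in the tissues. The cecum difference from HFD less the liver difference was 2.49 for Saa1 and 2.85 for Saa2 on HFD + inulin and 2.18 and 2.46 on HFD + inul PB, with limma adjusted P = 0.00675, 0.00259, 0.0102 and 0.00472. On LFD it was 1.38 and 1.6, which did not pass adjustment (adjusted P = 0.496 and 0.39), with unadjusted limma P of 0.00653 and 0.00252. For both genes all 6 HFD + inulin, all 5 HFD + inul PB and all 5 LFD arrays of cecum lay above the HFD mean, and in liver 5 of 6, 6 of 6 and 6 of 6 below it. Signal shared between the paralogs' probes cannot be told apart from 2 genes regulated together, since the deviations of Saa1 and Saa2 correlated with r of 0.981 in liver and 0.986 in cecum, so the values may stand for 1 response and not 2. Normalisation was weighed with cyclic loess within each tissue, which kept each of these tissue differences on its side of the threshold (2.47 and 2.83 on HFD + inulin). A difference between the tissues remains open as a biological hypothesis. The difference of Saa1 on LFD no longer had a limma P under 0.01 with slide (1.35) or replicate number (1.36) as a block, or without cecum HFD replicate 1 (1.30), 5 (1.20) or 6 (1.27), cecum LFD replicate 2 (1.28) or 4 (1.22), liver HFD replicate 2 (1.34) or 4 (1.17) or liver LFD replicate 3 (1.29) or 4 (1.26).

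Probes for genomic regions of long non-coding RNA, which the paper does not discuss, also responded in cecum. Of 16194 such probes, 88 changed in the same direction on both fiber diets and not on LFD, where permuted residual arrays with the same shared HFD arrays gave 7.56 on average and 38 at most. None of 100 permutations gave as many. In liver 8 did so, against 8.92 on average under permutation, and 44 of 100 permutations gave as many. The sharing of HFD arrays is therefore argued against as the source of the cecum number. Over all 55681 probes, a position effect shared by the slides of both tissues is argued against for the response on both fiber diets. Liver arrays lie in the same positions, and 441 and 289 of all probes had a limma P under 0.01 there, against 557 by chance. These counts were not taken on the long non-coding RNA probes alone. An effect of position in the cecum slides alone cannot be told apart from diet, since each diet has positions of its own, and it was not tested on these probes. That transcription of these regions responds to fiber remains a hypothesis. The files name regions and not genes for them.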

How the results depend on the processing

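Of the settings below, the scan day as a block and the normalisation within each tissue for the tissue difference were chosen only after the result was seen. Apart from leaving out single arrays, 2111 values kept their direction and their side of the threshold, and 102 counts, shares or correlations moved beyond their limit. A further 31 results lost their unadjusted call, 25 gained one and 15 changed sign. A count is taken as moved when it differs by more than 1.5 times, and a single gene's call as an unadjusted limma P under 0.01. Shares and correlations were counted as moved at smaller differences. In cecum, a first component of 16.0% against 14.7% and a correlation of 0.647 against 0.681 were so counted. Keeping the outlier spots, taking only the brightest probe of a gene and normalising within each tissue for the tissue difference changed none of the results they were run on. The cause of the changes below was not tested, except where the setting itself tests fewer probes or arrays.

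The background correction changed the counts by fold and P most. With normexp, 628, 1356 and 121 probe IDs changed on HFD + inulin, HFD + inul PB and LFD in cecum and 47, 39 and 153 in liver, against 1375, 2611, 356, 222, 161 and 399. HFD + inul PB against HFD + inulin gave 114 in cecum (79 higher, 35 lower) and 7 in liver (7 higher), against 447 and 110, and the fiber diets against LFD 362 (188 higher, 174 lower) and 136, against 832 and 431. With no background correction the same 10 counts were 745, 1616, 149, 68, 52, 197, 163, 16, 405 and 179. With the authors' processed values they were 743, 1616, 151, 68, 54, 196, 159, 16, 406 and 177. The cecum LFD split was 68 higher and 81 lower with no background correction and 69 higher and 82 lower with the authors' values, against 199 and 157, and HFD + inul PB against HFD + inulin in cecum was 110 higher and 49 lower with the authors' values, against 260 and 187. After adjustment LFD in liver had 34 (20 higher, 14 lower), 36 (21 and 15) and 36 (21 and 15) probe IDs under the 3 settings, against 16 (4 and 12). Common genes with lower expression in cecum were 82, 99 and 102, against 182, and those with higher expression in liver 3, 2 and 2, against 5. The correlation of the fiber responses in cecum rose from 0.681 to 0.771, 0.753 and 0.747, and in liver from 0.525 to 0.567 with normexp and 0.558 with no correction. The first and second components held 19.0% and 15.3%, 17.5% and 13.8%, and 17.2% and 13.4% of the variance in cecum, and 14.5% and 9.68%, 12.9% and 8.83%, and 12.6% and 8.67% in liver. Enho on HFD + inulin in liver gained its call under all 3 (0.813, 0.817 and 0.816). The sign turned for Muc2 on LFD in cecum (0.041, 0.036 and 0.035) and for the PCR reference gene Ube2d2a in cecum on HFD + inul PB (-0.014, -0.019 and -0.02) and LFD (-0.096, -0.098 and -0.099), all small differences.

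With only probes well above background, which tests fewer probes, 92, 53 and 244 probe IDs changed on HFD + inulin, HFD + inul PB and LFD in liver and 184 on LFD in cecum (84 higher, 100 lower). HFD + inul PB against HFD + inulin gave 270 in cecum and 19 in liver, and the fiber diets against LFD 230 in liver. Adjusted counts rose to 1803 on HFD + inulin in cecum, 20 for HFD + inul PB against HFD + inulin in cecum, 1228 for the fiber diets against LFD in cecum, 1 on HFD + inulin in liver, 40 on LFD in liver (20 higher, 20 lower) and 55 for the fiber diets against LFD in liver (31 higher, 24 lower), against 878, 12, 624, 0, 16 and 33. Common genes with higher expression in liver were 2. The correlation of the fiber responses was 0.789 in cecum and 0.648 in liver, the components held 25.5% and 16.2% in cecum and 20.7% and 10.4% in liver, and HFD and LFD in liver separated (13.6% of the variance between them). How far signal over background limits these counts was not separated from the smaller number of probes tested. In all 10 comparisons fewer probe IDs passed the fold and P criteria without the dim probes, while the adjusted counts rose in 7, HFD + inul PB in cecum included (5541 against 3907), and were 0 with and without them in the other 3.

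Scaling changed fewer results. With each array scaled to its 75th percentile, the adjusted counts were 368 on HFD + inulin in cecum, 301 for the fiber diets against LFD in cecum and 14 for the same comparison in liver, the correlation of the fiber responses in cecum was 0.647, the first component held 21.1% in cecum and 15.6% in liver and the second 7.9% in liver, HFD and HFD + inulin in cecum no longer separated (11.0% of the variance), and Sema7a on LFD in cecum (0.022) and Ube2d2a on HFD + inulin in liver (0.005) changed sign. The same scaling gave 1758 higher and 896 lower adjusted calls on HFD + inul PB in cecum, against 1953 and 1954, 133 higher and 219 lower changed probe IDs on LFD in cecum, against 199 and 157, 528 higher and 349 lower for the fiber diets against LFD in cecum, against 340 and 492, 61 higher and 81 lower on HFD + inul PB in liver, against 88 and 73, 201 higher and 213 lower on LFD in liver, against 236 and 163, and 172 higher and 245 lower for the fiber diets against LFD in liver, against 133 and 298. Quantile normalisation gave a first component of 16.0% in cecum, components of 10.4% and 8.61% in liver, 11 common liver genes with lower expression, a Ube2d2a change of -0.025 on LFD in cecum, 10 higher and 3 lower adjusted calls for HFD + inul PB against HFD + inulin in cecum, and 6 higher and 11 lower on LFD in liver. Cyclic loess over pairs gave a first component of 15.7% in cecum, a second of 8.62% in liver, 265 higher and 124 lower changed probe IDs on LFD in cecum, 217 higher and 496 lower adjusted calls for the fiber diets against LFD in cecum, 110 higher and 52 lower on HFD + inul PB in liver, and 8 higher and 9 lower adjusted calls on LFD in liver. Cyclic loess over both tissues gave 4 common liver genes with lower expression, a Sema7a change of 0.017 on LFD in cecum, and 364 higher and 481 lower adjusted calls on HFD + inulin in cecum, against 469 and 409. Unit variance gave a second component of 9.94% in cecum and a first of 13.8% in liver. None of the 4 scalings of the arrays, the 2 background settings, the authors' values and the outlier spots kept moved the median of all probes on a diet by more than 0.1 on the log2 scale.

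With slide as a block, the adjusted count on HFD + inulin in cecum was 1329, and on LFD in liver 5 probe IDs were higher and 7 lower. Saa2 on HFD + inul PB in liver (-0.963) and the tissue difference of Saa1 on LFD (1.352) lost their calls, and in liver HFD and LFD (13.1%) and HFD + inulin and LFD (12.3%) separated. With slide, row and column as blocks in a fit of HFD and HFD + inulin, the adjusted count was 0 in cecum (limma, 6289 at unadjusted P under 0.05) and 2 in liver, and on that diet Muc4 (0.883), Cldn5 (-1.06) and Tff3 (-0.362) in cecum and Saa1 (-0.93), Saa2 (-1.047), Lcn2 (-0.986) and Itgax (-0.737) in liver lost their calls. With the scan day as a block, HFD + inulin and LFD in liver separated (11.0%), and adjusted calls on LFD in liver were 7 higher and 11 lower. A trended and robust prior gave 32 adjusted calls on LFD in liver (12 higher, 20 lower). In fits of only the 2 diets compared, which have fewer arrays, the adjusted counts were 46 on HFD + inulin in cecum, 1 on HFD + inul PB in liver and 4 on LFD in liver (0 higher, 4 lower), and Cldn5, Tff3 and, in liver, Saa1, Saa2, Lcn2 and Itgax on HFD + inulin, Cyp4f15 on LFD in cecum (1.52), and Cox7a1 (0.753) and Cyp21a1 (-0.658) on HFD + inul PB in liver lost their calls.

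Whether replicate numbers pair the samples was checked by correlating deviations from the diet means. Samples with the same number on the same slide correlated at 0.08 on average in cecum and 0.11 in liver. Samples with different numbers on the same slide did so at 0.019 and 0.068. In liver 19 of 36 pairs with the same number and 11 of 36 with different numbers exceeded 0.1, so the number was not taken as a pairing. Each number in liver also stands for a slide and row, so its block there is one of array position. With the replicate number as a block, the adjusted counts were 5 on LFD in liver (2 higher, 3 lower) and 19 for the fiber diets against LFD in liver, and HFD + inul PB against HFD + inulin in cecum gave 9 higher and 2 lower of 11. The block put the correlation of the fiber responses in cecum at 0.648 and turned Ube2d2a (-0.002) and Sema7a (0.009) on LFD in cecum. Saa1 (-0.874) and Saa2 (-0.963) on HFD + inul PB in liver and the tissue difference of Saa1 on LFD (1.363) had a limma P over 0.01 with the block. Of the separations, those of HFD + inul PB from HFD (32.6%) and from LFD (30.6%) in cecum had an exact permutation P = 0.0625 with this block. That is the smallest that 5 shared numbers allow, so the block says nothing on whether they hold. In liver the 4 diets (17.9%), HFD and LFD (19.9%) and HFD + inulin and LFD (18.5%) had an unadjusted P under 0.05 (exact permutation tests for the pairs of diets). For the pairs that P was the smallest this block allows. Shares with any block are of the variance left once the block's means were removed.

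Leaving out each array in turn moved these results, given as the lowest and highest value. The adjusted counts were 331 (without HFD + inulin replicate 4) to 1369 (without HFD + inulin replicate 5) on HFD + inulin in cecum, 2248 (without HFD + inul PB replicate 5) to 4609 (without HFD + inulin replicate 5) on HFD + inul PB and 0 to 2 (without LFD replicate 4) on LFD in cecum, 11 to 35 (without HFD + inulin replicate 4) for HFD + inul PB against HFD + inulin in cecum, 165 (without LFD replicate 1) to 927 (without HFD replicate 5) for the fiber diets against LFD in cecum, 0 to 1 (without LFD replicate 4) on HFD + inulin in liver, 4 (without HFD replicate 2, among others) to 36 (without HFD + inul PB replicate 3) on LFD in liver and 7 (without LFD replicate 6) to 94 (without HFD + inul PB replicate 3) for the fiber diets against LFD in liver. Changed probe IDs were 242 (without LFD replicate 4) to 597 (without LFD replicate 2) on LFD in cecum and 101 to 216 (without HFD + inul PB replicate 3) for HFD + inul PB against HFD + inulin in liver. Common liver genes were 1 to 8 higher and 3 to 11 lower. The correlation of the fiber responses was 0.629 to 0.722 in cecum and 0.472 to 0.578 in liver. The components held 13.5% to 15.7% and 9.03% to 11.6% in cecum and 10.4% to 11.3% and 7.68% to 8.95% in liver. HFD and HFD + inulin in cecum had 11.7% to 13.9% of the variance between them. Enho on HFD + inulin in liver was 0.577 to 1.01, and the tissue difference of Enho on HFD + inulin -1.155 to -0.652. In liver Saa1 was -1.136 to -0.721 on HFD + inulin and -0.988 to -0.665 on HFD + inul PB, and Saa2 -1.307 to -0.815 and -1.115 to -0.731. In cecum Saa1 on HFD + inul PB was 1.081 to 1.544 and Saa2 on LFD 0.714 to 1.127, and the tissue difference of Saa1 on LFD 1.167 to 1.664. The sign of the following differences turned, none of which was past its threshold. On LFD in cecum, Muc2 was -0.339 to 0.054, Cfd -2.109 to 1.016, Enho -0.229 to 0.023, Ffar2 -0.291 to 0.042, Ffar3 -0.062 to 0.095, Ube2d2a -0.032 to 0.029, Fer1l4 -0.004 to 0.986, Dmp1 -1.04 to 0.084, Prss12 -0.5 to 0.139 and Sema7a -0.115 to 0.17. Enho on HFD + inulin in cecum was -0.311 to 0.08, and in liver Itgax on LFD was -0.279 to 0.007, Ube2d2a -0.035 to 0.01 on HFD + inulin and -0.007 to 0.033 on HFD + inul PB, and Cnr1 on HFD + inulin -0.722 to 0.576.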

Differences from the paper's values

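All the alternatives named in this part were set before the data were examined, and none of the tests in it was chosen after the result was seen.

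The paper reports 741 differentially expressed probe IDs in cecum on HFD + inulin, 1614 on HFD + inul PB and 151 on LFD, where the scanner values gave 1375, 2611 and 356. In liver the paper's counts are 68, 53 and 196, against 222, 161 and 399. For all 6 counts, normexp (628, 1356 and 121 in cecum, 47, 39 and 153 in liver), no background correction (745, 1616 and 149, and 68, 52 and 197), the authors' processed values (743, 1616 and 151, and 68, 54 and 196) and only the probes well above background (1066, 2182 and 184, and 92, 53 and 244) came within 1.5 times the paper's count. Fits of only the 2 diets compared did so for HFD + inulin in cecum (1063) and for no other count. Scaling to the 75th percentile, quantile normalisation, cyclic loess over pairs or over both tissues, outlier spots kept, slide or replicate number as a block, a trended and robust prior and, for HFD + inulin, slide with row and column as blocks did so for none. The paper's own count was reached exactly for LFD in both tissues and HFD + inulin in liver with the authors' processed values, for HFD + inulin in liver with no background correction, and for HFD + inul PB in liver with only the probes well above background.

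The paper lists 102 known genes with lower expression on both fiber diets in cecum, against 182 here, and 2 with higher expression in liver, against 5. Normexp (82 and 3), no background correction (99 and 2), the authors' processed values (102 and 2) and only the probes well above background (152 and 2) came within 1.5 times the paper's numbers. The other alternatives did not, which were scaling to the 75th percentile, quantile normalisation, both other forms of cyclic loess, outlier spots kept, slide or replicate number as a block, the trended and robust prior and only the brightest probe of a gene.

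The paper states that the arrays showed higher Enho in liver on the fiber diets and lists Enho and Lcn2 among the liver genes common to them. Here Enho had a limma P of 0.0131 on HFD + inulin (log2 difference 0.83, 5 of 6 arrays above the HFD mean) and Lcn2 a limma P of 0.0123 on HFD + inul PB (-0.90, 6 of 6 arrays below the HFD mean), both short of the criterion of 0.01. Of the paper's liver names, 1 of 2 higher and 5 of 6 lower were in the common set, and 2 of 2 and 6 of 6 had the paper's direction on both diets. With normexp, with no background correction and with the authors' processed values both genes passed (Enho 0.81, 0.82 and 0.82, Lcn2 -0.82, -0.84 and -0.84), and Lcn2 also passed with the replicate number as a block. Enho also passed without HFD replicate 1 (0.96) or 6 (0.94), HFD + inulin replicate 5 (1.01) or LFD replicate 4 (0.83), and Lcn2 without HFD replicate 1 (-1.0), 5 (-1.05) or 6 (-1.02) or HFD + inulin replicate 2 or 5 (-0.90 each). Of the paper's cecum names that a probe carries, 135 of 162 higher and 85 of 101 lower were in the common set here, and 157 and 99 with the authors' processed values. In direction, 160 and 101 went the paper's way on both diets.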

Other observations

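In this part, the other splits of the authors' processed values, the tests of slide position for HFD + inulin and HFD + inul PB, the tests of the column of the slide, the test of fat tissue on single arrays and the scan day as a block were chosen only after the result was seen.

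For each comparison the arrays were also split in other ways into groups of the same sizes, 100 splits with the real one included. In cecum 1 split of 100 gave as many changed probe IDs as the real one on HFD + inulin (1375; other splits 340 in the median and 1203 at most), 1 on HFD + inul PB (2611; 193 and 907) and 2 for the fiber diets against LFD (832; 198 and 900), so chance can be excluded at 5 of 100 for these 3. It cannot be excluded for LFD (12 splits) or for HFD + inul PB against HFD + inulin (6 splits). In liver chance cannot be excluded for HFD + inulin (30 splits), HFD + inul PB (67), LFD (9) or HFD + inul PB against HFD + inulin (100), and it can for the fiber diets against LFD (4). With the authors' processed values the splits as large were 1, 1 and 12 in cecum and 21, 31 and 4 in liver for HFD + inulin, HFD + inul PB and LFD, so that chance can be excluded for LFD in liver with these values and not with the scanner values. The counts of changed probe IDs in liver on the fiber diets are thus no larger than regrouped arrays give.

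Slide and position were weighed as technical explanations of the changed probe IDs. Every slide holds arrays of every diet, so a difference between slides does not by itself separate the diets, and the test with slide as a block, in which the count fell by more than 1.5 times for 0 of 3 diets in cecum and 0 of 3 in liver, could hardly come out otherwise and decides nothing. The row of the slide, fitted beside diet, had 477 probes with a limma P under 0.01 in cecum and 410 in liver, against 557 by chance. HFD + inul PB and LFD lie in the same columns and HFD in others, so an effect of the column would appear on both. In cecum LFD had 582 probes with a limma P under 0.01, near the number by chance, against 5899 on HFD + inul PB, and in liver HFD + inul PB had 289 against 1009 on LFD, which argues against the column as the source of the cecum response to HFD + inul PB and of the liver response to LFD. HFD and HFD + inulin lie equally often in each slide, row and column, so blocks for these leave their difference as it is. In a fit of these 2 diets with the blocks, 1165 probe IDs in cecum and 261 in liver passed. The fit of these 2 diets without blocks gave 1063 and 206, and that of all diets 1375 and 222. These counts decide nothing on position. The adjusted count in cecum was 0 with the blocks (limma, 6289 probes at unadjusted P under 0.05). It was 46 in the fit of the 2 diets without blocks and 878 in that of all diets. The diets have the same positions in both tissues, and in liver 441 and 289 probes had a limma P under 0.01 on the fiber diets, fewer than by chance, which argues against a position effect shared by the slides of both tissues. An effect of row and column together in the slides of 1 tissue alone cannot be told apart from diet, since each diet has positions of its own.

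Fewer probes changed on the fiber diets in liver than in cecum. Fewer probes above background in liver are argued against by the 19494 probes well above background on all arrays of both tissues. Among these, the share changed on HFD + inul PB was 52.2 times as large in cecum (5.36%) as in liver (0.1%). On HFD + inulin the difference was smaller, with 1.89% in cecum and 0.22% in liver. A larger spread between liver arrays is there but small, with a median residual SD of 0.341 in liver and 0.332 in cecum (1.029 times), and may add to the difference. A tissue difference was tested only for Saa1, Saa2 and Enho, so that liver responds less as a whole remains a hypothesis.

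Lists of marker genes were used to ask which cells of the cecum the fiber response involves. The goblet cell list fell (larger camera P of the fiber diets 7.61e-10) and the absorptive colonocyte list rose (3.99e-07) on both fiber diets, also under fry and with an estimated correlation. All 25 goblet cell genes and 22 of 23 absorptive genes were well above background on all HFD arrays, and 9 and 7 of them are in Table S3, picked from these samples. The absorptive list also rose on LFD (0.17, with 18 of 23 higher), so its rise is not confined to the fiber diets. Leaving out any 1 array changed no camera call of these lists on the fiber diets, and without LFD replicate 2 the goblet cell list passed on LFD (-0.14, adjusted P = 0.0107). A shift in the share of these cells is consistent with both, but a change within the cells would look the same. Smooth muscle is argued against as a shared part of the fiber response (larger camera P 0.254): its 20 genes averaged -0.31 on HFD + inulin with 19 lower, 0.12 on HFD + inul PB with 14 higher and -0.41 on LFD with 20 lower, with 0 and 0 past limma's adjusted threshold on the fiber diets, adjusted over the list alone or over all probes, and 0 and 0 at unadjusted P under 0.05. The 18 genes of B and plasma cells averaged -0.48, -0.77 and -0.77, with 14, 15 and 17 lower. Fewer such cells cannot be told apart from no shared change on the fiber diets, since camera passed on both (larger P 0.00625) and fry on HFD + inul PB and LFD (adjusted P = 0.0334 each) but not on HFD + inulin (adjusted P = 0.224). On HFD + inulin and HFD + inul PB, 3 and 7 of these genes passed adjusted over the list alone and 0 and 6 over all probes, and 12 of the 18 were well above background on all HFD arrays. The list also fell on LFD, so its fall is not confined to the fiber diets. HFD replicate 5 had a list mean of 8.19, above the highest of the other 21 arrays (8.04), and without it the list no longer passed camera on HFD + inulin (-0.38, adjusted P = 0.134), nor without HFD + inulin replicate 2 (-0.38, adjusted P = 0.0681). Smooth muscle on HFD + inulin, past camera with all arrays (adjusted P = 0.018), did not pass without HFD replicate 2 (-0.23) or 6 (-0.26) or HFD + inulin replicate 1 (-0.29), 4 (-0.09) or 5 (-0.26). Enteroendocrine genes averaged -0.39 on LFD (camera adjusted P = 0.00231, fry adjusted P = 0.348) and did not pass without HFD replicate 5 (-0.28, camera adjusted P = 0.0504), and stem and proliferation genes averaged -0.03.

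The adipocyte list, with 20 measured genes, averaged -1.30 on HFD + inulin, -2.27 on HFD + inul PB and -0.34 on LFD, with 16, 16 and 10 lower. On the fiber diets 0 and 12 passed adjusted over the list alone and 0 and 4 over all probes, and 18 were well above background on all HFD arrays. Without Cfd the list averaged -1.19 and -2.08 (larger camera P 0.00783, fry 0.18 and 0.038), so less fat tissue attached to the gut wall on the fiber diets cannot be told apart from fat carried by single pieces. On single arrays Cfd followed the other adipocyte genes (r of 0.913). The median of the list without Cfd was 10.19 on HFD, 8.7 on HFD + inulin, 7.89 on HFD + inul PB and 10.62 on LFD. The Cfd changes may therefore come from fat tissue on the sample and not from the gut epithelium, as a hypothesis. Cholesterol synthesis genes of cecum averaged -0.30, -0.28 and 0.01 (median -0.01 on LFD), 2 of them in Table S3, with 21 and 22 of 25 lower on the fiber diets, of which 3 and 8 passed adjusted over the list alone and 1 and 6 over all probes. Camera passed (adjusted P = 0.000419 and 0.0158), and fry did not (adjusted P = 0.159 and 0.224). Without HFD replicate 5 (-0.20) or HFD + inul PB replicate 1 (-0.23) camera did not pass on HFD + inul PB. The adipocyte list did not pass camera on HFD + inulin without HFD replicate 2 (-1.01) or HFD + inulin replicate 5 (-1.16).

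In liver the acute phase list averaged -0.22 on HFD + inulin, -0.19 on HFD + inul PB and -0.10 on LFD, with 23, 24 and 16 of 27 genes lower. It passed camera (adjusted P = 7.71e-07 and 3.1e-06), the estimated correlation (adjusted P = 0.0295 and 0.0358) and fry (adjusted P = 0.0231 and 0.0334) on the fiber diets, and not camera on LFD (adjusted P = 0.365). Of its genes 24 were well above background on all HFD arrays. None passed limma's adjustment on the fiber diets (0 and 0, adjusted over the list alone or over all probes), and 8 and 7 had an unadjusted P under 0.05. Without Saa1, Saa2 and Lcn2, which the paper names, the remaining 24 genes averaged -0.12 and -0.10 (larger camera P 0.000194). This is consistent with a wider, small fall of acute phase genes in liver on the fiber diets, beside which the splits leave the counts of changed probe IDs within chance. Fewer macrophages cannot be told apart from a change in Itgax alone. Without Itgax the list averaged -0.04 on HFD + inulin with a median of 0.02 (larger camera P 0.717), its genes going both ways, and -0.25 on HFD + inul PB, where camera passed and fry did not. Fry's direction on HFD + inulin was upward and camera's downward. With Itgax it averaged -0.07 with a median of 0.02, -0.28 and 0.12, with 10, 22 and 6 of 25 genes lower and fry adjusted P = 0.953, 0.324 and 0.518. Cholesterol synthesis in liver averaged 0.25, 0.39 and 0.12, with 22, 25 and 15 of 25 genes higher. Camera passed on the fiber diets (adjusted P = 0.00249 and 7.19e-07), and the estimated correlation (adjusted P = 0.686 and 0.487) and fry (adjusted P = 0.612 and 0.35) did not, and 0 and 0 genes had an unadjusted limma P under 0.05. On HFD + inulin camera did not pass without HFD replicate 3 (0.11) or HFD + inulin replicate 2 (0.10) or 3 (0.16), and on LFD it passed without HFD replicate 2 (0.29). Lipogenesis averaged -0.01, -0.05 and 0.46, with 17 of 25 genes higher on LFD, where camera passed (adjusted P = 0.000198) and fry did not (adjusted P = 0.17). On HFD + inul PB it passed camera without HFD replicate 3 or HFD + inul PB replicate 6 (-0.16 each). The macrophage list passed camera on HFD + inulin without HFD + inulin replicate 1 (-0.15). On LFD, where it passed with all arrays (adjusted P = 0.0392), it did not pass without HFD replicate 1 (0.09), 2 (0.06) or 5 (0.06), HFD + inul PB replicate 4 (0.12) or LFD replicate 1 or 2 (0.06 each), with cyclic loess over pairs (0.15) or with slide, replicate number or scan day as a block (0.12 each).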
